# The DREAM complex through its subunit Lin37 cooperates with Rb to initiate quiescence

**DOI:** 10.7554/eLife.26876

**Published:** 2017-09-18

**Authors:** Christina FS Mages, Axel Wintsche, Stephan H Bernhart, Gerd A Müller

**Keywords:** cell cycle regulation, transcription factors, gene expression, cell cycle exit, cell proliferation, cancer, Human, Mouse

## Abstract

The retinoblastoma Rb protein is an important factor controlling the cell cycle. Yet, mammalian cells carrying Rb deletions are still able to arrest under growth-limiting conditions. The Rb-related proteins p107 and p130, which are components of the DREAM complex, had been suggested to be responsible for a continued ability to arrest by inhibiting E2f activity and by recruiting chromatin-modifying enzymes. Here, we show that p130 and p107 are not sufficient for DREAM-dependent repression. We identify the MuvB protein Lin37 as an essential factor for DREAM function. Cells not expressing Lin37 proliferate normally, but DREAM completely loses its ability to repress genes in G_0_/G_1_ while all remaining subunits, including p130/p107, still bind to target gene promoters. Furthermore, cells lacking both Rb and Lin37 are incapable of exiting the cell cycle. Thus, Lin37 is an essential component of DREAM that cooperates with Rb to induce quiescence.

## Introduction

The retinoblastoma protein Rb regulates cell cycle-dependent gene expression and is mutated in many cancer types (Hanahan and Weinberg, 2000). Rb and the related proteins p130 and p107 are members of the pocket protein family. All of them interact with E2f proteins to form complexes that repress expression of genes necessary for cell cycle progression in G_0_ and early G_1_ (Classon and Dyson, 2001; Classon and Harlow, 2002; Cobrinik, 2005; Dick and Rubin, 2013; Burkhart and Sage, 2008). Rb preferentially interacts with E2f1-3, and p130/p107 mainly bind to E2f4/5 (Helin et al., 1992; Lees et al., 1993; Liban et al., 2017). p107 or p130 are components of the DREAM complex (Guiley et al., 2015; Litovchick et al., 2007; Pilkinton et al., 2007; Schmit et al., 2007). While DREAM binds and represses cell cycle genes with maximal expression in S, G_2_, and M phases through E2F and CHR promoter elements, E2f-Rb complexes cannot bind to CHR sites. However, they can interact with E2F binding sites of S phase genes (Litovchick et al., 2007; Hurford et al., 1997; Müller et al., 2014; Müller et al., 2016). Thus, Rb and p130/p107 have overlapping, but also clearly distinct functions in the repression of cell cycle genes.

Pocket protein triple knockout cells can proliferate, but are unable to exit the cell cycle under growth-limiting conditions (Dannenberg et al., 2000; Sage et al., 2000). In contrast, *Rb^−/−^* or *p130^−/−^/p107^−/−^* cells largely maintain their potential to arrest in G_0_ (Hurford et al., 1997; Dannenberg et al., 2000; Sage et al., 2000; Herrera et al., 1996). It was suggested that pocket proteins can substitute for each other in repressing E2f function and recruiting histone-modifying enzymes to promoters of cell cycle genes. After it was discovered that p130 or p107 bind to cell cycle gene promoters as part of DREAM in G_0_/G_1_ (Litovchick et al., 2007; Schmit et al., 2007), it remained unclear whether MuvB components of DREAM contribute to the repressor function.

The MuvB core complex consists of Lin54, Lin52, Lin37, Lin9, and Rbbp4. The p130/p107-E2f4/5-Dp module is recruited to the MuvB core through a direct interaction of p130/p107 with Lin52 phosphorylated at Serine 28 (Guiley et al., 2015; Litovchick et al., 2011). Lin54 mediates binding of MuvB complexes to DNA through CHR promoter elements of G_2_/M cell cycle genes (Marceau et al., 2016; Schmit et al., 2009), and E2f4/5-Dp interact with E2F sites in promoters of G_1_/S genes. Because of its binding to E2F and CHR sites, DREAM is recruited to a broad set of cell cycle genes (Litovchick et al., 2007; Müller et al., 2014; Müller et al., 2016). Since Lin9 binds to several MuvB complex proteins (Schmit et al., 2007; Wiseman et al., 2015), it seems to be the central structural component of MuvB complexes. Rbbp4 can bind to histones and is involved in chromatin remodeling while being a component of other complexes like NuRD (Tong et al., 1995; Zhang et al., 1998), however, its exact function as part of MuvB complexes still has to be evaluated.

During progression through the cell cycle, p130/p107, E2f4/5, and Dp dissociate from MuvB. The MuvB core complex then interacts with B-myb and Foxm1 and switches its function from a transcriptional repressor to an activator (Litovchick et al., 2007; Schmit et al., 2007; Sadasivam et al., 2012). The B-myb-MuvB (MMB) complex forms in S phase, and is required for initial transcriptional activation and for recruiting Foxm1. Finally, the Foxm1-MuvB complex stimulates maximum expression of G_2_/M cell cycle genes (Sadasivam et al., 2012; Chen et al., 2013; Down et al., 2012). Mutation or reduced expression of Foxm1 or B-myb lead to decreased expression levels of G_2_/M genes followed by defects and cellular arrest during mitotis and cytokinesis (Tarasov et al., 2008; Laoukili et al., 2005; Knight et al., 2009). Similar observations were made for several MuvB proteins. Since they are components of the transcriptional repressor and activator complexes, depletion of Lin9, Lin52, or Lin54 leads to elevated cell cycle gene expression in G_0_/G_1_ (Litovchick et al., 2007), but also to reduced expression during S, G_2_, and M followed by mitotic arrest (Schmit et al., 2007; Knight et al., 2009; Boichuk et al., 2013; Kittler et al., 2007; Reichert et al., 2010).

Lin37 is the only MuvB component without a defined role in transcription or generally in cell cycle regulation. Thus, we created and analyzed Lin37-deficient cells. We find that *Lin37^−/−^* cells proliferate normally. However, DREAM no longer acts as a transcriptional repressor in G_0_/G_1_. In contrast, activation of transcription by MMB and Foxm1-MuvB complexes still functions in Lin37-deficient cells. Interestingly, DREAM without Lin37 can still assemble and bind to promoters. Hence, recruitment of p130 or p107 pocket proteins is not sufficient for cell cycle gene repression. Furthermore, we show that *Lin37^−/−^/Rb^−/−^* cells are essentially unable to exit the cell cycle. In conclusion, our data suggest that Lin37 as a part of DREAM cooperates with Rb in initiating quiescence.

## Results

### Lin37 is a nuclear protein that binds to MuvB complexes through two conserved domains

We aligned Lin37 protein sequences of several deuterostome species to identify evolutionary conserved regions that may exhibit specific functions. The sequence analysis revealed that Lin37 does not contain any conserved domains with known function. Lin37 is highly conserved in mammals, but poorly conserved in deuterostomes. However, three small conserved regions in the central part of the protein could be identified: a potential nuclear localization signal (NLS) and two adjacent conserved domains (CD1 and CD2) that are separated by a spacer of eight weakly conserved amino acids. To analyze the impact of the domains, we introduced point mutations changing the amino acid composition at two or three positions, respectively (Figure 1A, Figure 1—figure supplement 1). Given that Lin37 has been identified as a component of MuvB complexes in several species (Sadasivam and DeCaprio, 2013), we hypothesized that the interaction of Lin37 with the other MuvB core proteins may rely on the conserved domains CD1 or CD2. Indeed, mutation of CD1 or CD2 leads to reduced binding to Lin9, Lin54 and B-myb (Figure 1B and C). Binding was essentially lost when both domains were mutated simultaneously, providing evidence that both domains mediate binding of Lin37 to the MuvB core complex. GFP-tagged Lin37 was clearly localized to the nucleus, while mutation of the NLS resulted in a homogeneous protein distribution in the cell. In contrast, mutation of CD1 and CD2 domains did not influence subcellular localization (Figure 1D). Thus, proper nuclear import of Lin37 depends on the NLS, but not on the interaction with MuvB.

**Figure 1.**
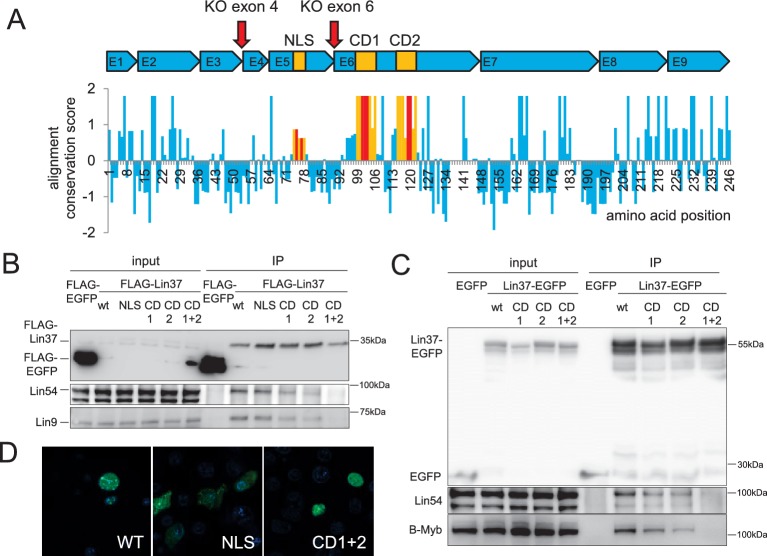
Conserved sequences in LIN37 are essential for nuclear localization and interaction with MuvB complex components. (**A**) Structure and evolutionary conservation of Lin37. Conserved domains are highlighted in yellow and introduced mutations in red (NLS: K75A/R77A, CD1: D101A/R102G/S103A, CD2: C119A/R120G). Red arrows mark target sites for CRISPR/Cas9 mutagenesis. Wild-type and mutant Lin37 fused with N-terminal FLAG tags or C-terminal EGFP tags were expressed in (**B**) NIH3T3 cells or (**C**) HCT116 cells (input, 10 µg whole cell extract) and precipitated with anti-Flag antibodies or anti-EGFP antibodies (IP). The MuvB complex components Lin9, Lin54 and B-Myb were tested for interaction with Lin37 wild-type (WT) and mutants (NLS, CD1, CD2, CD1 +2). (**D**) Fusions of Lin37 variants with EGFP were expressed in NIH3T3 cells and tested for their subcellular localization (green). Nuclei were stained with Hoechst33342 (blue).

**Figure 1—figure supplement 1.**
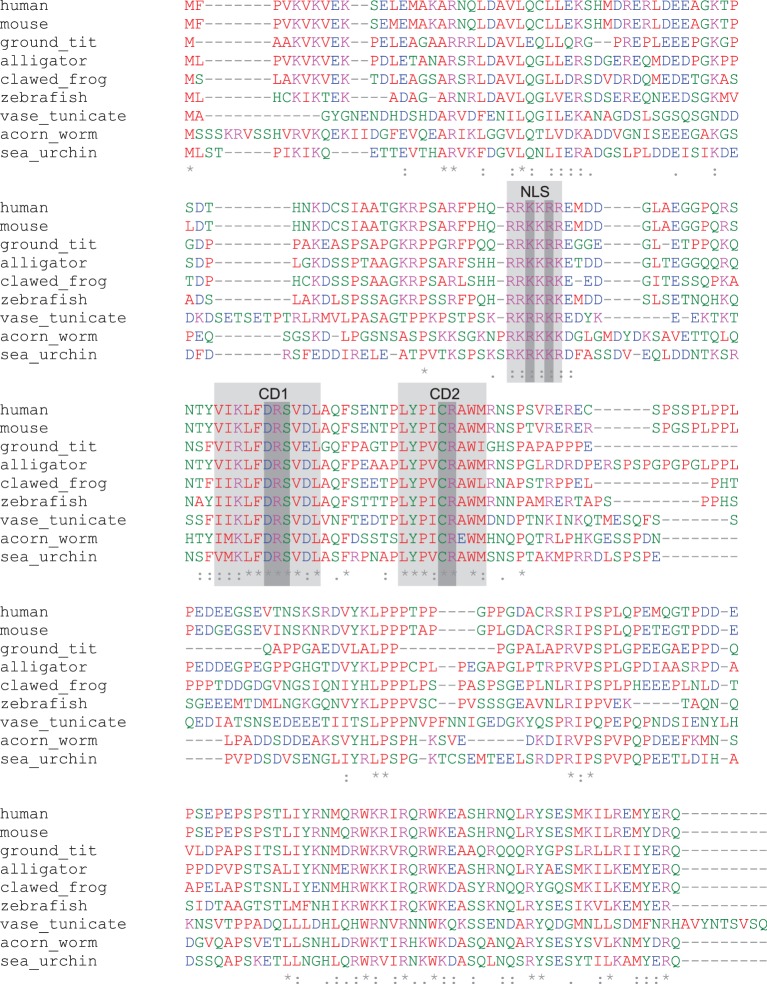
Lin37 protein is weakly conserved in deuterostomes. An alignment of protein sequences from nine deuterostome species show that only small regions are highly conserved: one potential NLS and two domains (CD1, CD2) without predicted function. Light gray: NLS, CD1, CD2. Dark grey: amino acids mutated in mouse Lin37 to analyze functions of conserved domains.

### Knockout of Lin37 does not influence cell viability

To test whether Lin37 is essential for proliferation and cell survival similar to other MuvB components, we applied a CRISPR/Cas9 nickase approach to abrogate expression of the protein while minimizing off-target effects. Plasmids expressing sgRNAs targeting either the 5’ ends of exon 4 or of exon 6 directly upstream of the MuvB interaction domain (Figure 1A) together with the Cas9 nickase were transiently transfected in NIH3T3 cells. Both targeting approaches led to ablation of Lin37 with a high frequency of 40–60% (Figure 2—figure supplement 1) showing that Lin37 is not essential for survival of these cells. To analyze the function of Lin37, we stably introduced episomal vectors for inducible expression of wild-type Lin37, the MuvB-binding mutant (CD1 +2) or luciferase into one of the exon 4 and exon 6 knockout cell lines that we had genotyped at the *Lin37* locus (Figure 2—figure supplement 1). Western Blot analysis revealed that Lin37 can be re-expressed after induction with doxycycline. Given that wild-type Lin37 was already detected in un-induced cells (Figure 2A), we refrained from comparing un-induced with induced cells. Alternatively, we analyzed differences between cell lines induced for the expression of wild-type Lin37, the MuvB binding deficient mutant (CD1+2), or a luciferase negative control (KO).

**Figure 2.**
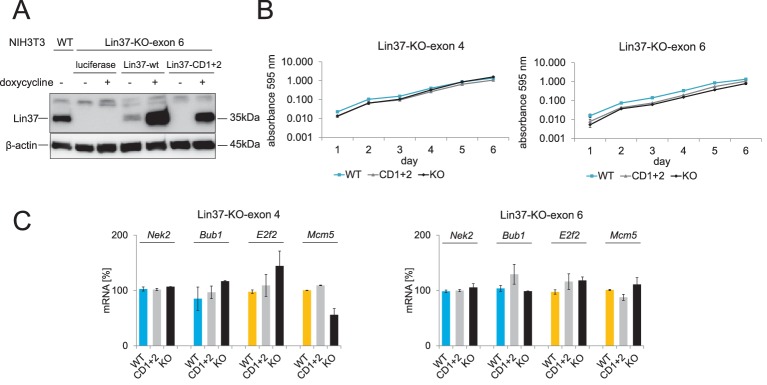
Cell viability and mRNA expression of early and late cell cycle genes in proliferating cells do not depend on Lin37. Episomal constructs for inducible expression of Lin37 (WT), the MuvB-binding mutant (CD1 +2) and luciferase (KO) were stably introduced in Lin37 knockout clones mutated in exon 4 or exon 6. (**A**) Lin37-KO-exon 6 cells were tested for doxycycline-induced expression by Western blot. (**B**) The viability of two independent Lin37 knockout cell lines, generated by mutation of either exon 4 or exon 6, was tested by MTT assays for 6 days after stable transfection with episomal rescue constructs. Mean values ± SD of three biological replicates are shown. (**C**) Expression of G_2_/M (blue) and G_1_/S (yellow) cell cycle genes in proliferating cells was analyzed by qPCR. Mean values ± SD of one representative experiment for all cell lines with two technical replicates are given. All data points for each gene were normalized to the mRNA expression of the first replicate in wild-type cells which was set to 100%.

**Figure 2—figure supplement 1.**
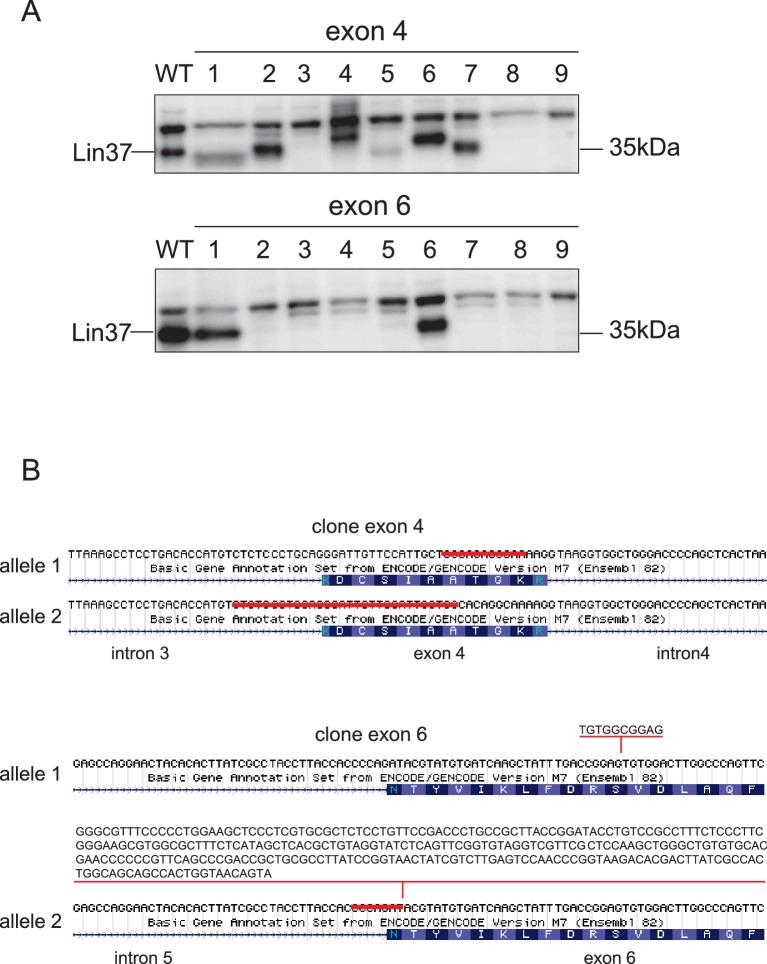
Lin37 knockout clones can be established by CRISPR/Cas9 nickase with a high efficiency. RIPA lysates of Lin37 wild-type NIH3T3 and single cell clones treated with plasmids expressing sgRNA targeting the 5’ end of Lin37 exon 4 or 6 were probed with a Lin37 antibody (**A**). Nine representative clones are shown for each approach. (**B**) Genotyping of two clones showing deletions (clone exon 4) or insertion and deletions (clone exon6) in the Lin37 gene introduced by CRISPR/Cas9 nickase.

To test the influence of Lin37 on the viability of the cell lines, we performed MTT assays. The results indicate that viability of the cell lines does not depend on the expression of wild-type Lin37 (Figure 2B). Next, we tested whether expression of early and late cell cycle genes is influenced by the Lin37 status of proliferating cells. Expression of *E2f2* and *Mcm5*, which display peak expression during S phase, and *Bub1* and *Nek2*, which are mainly expressed during G_2_/M, were essentially unaffected by Lin37 (Figure 2C). Thus, the data suggest that loss of Lin37 does not interfere with the proliferation rate or gene activation by B-myb-MuvB/Foxm1-MuvB complexes.

### Lin37 knockout leads to transcriptional activation of cell cycle genes in G_0_/G_1_

Next, we tested the hypothesis that Lin37 knockout only affects DREAM repressor and not MuvB-based activator function. We synchronized several independent Lin37 wild-type (n = 5) and knockout (n = 6) clones by serum starvation and re-stimulated the cells for 9 hr, 18 hr, and 27 hr to obtain cell populations enriched for G_0_, G_1_, S, and G_2_/M phases. Lin37 knockout cell lines maintain the potential to arrest in G_0_, although a minor increase in the fraction of S and G_2_/M phase cells was observed. Furthermore, the number of cells in S and G_2_/M phases was slightly elevated at the 18 hr time point (Figure 3A). mRNA expression analysis of early and late cell cycle genes revealed a significant de-repression in G_0_ and G_1_. In S and G_2_/M phases, expression of both gene groups was still moderately elevated when Lin37 was absent or mutated (Figure 3B). These results show that Lin37 is required for transcriptional repression by DREAM but not for activation by B-myb-MuvB and Foxm1-MuvB, which is intriguing because Lin37 is a component of both the repressive and activating complexes.

**Figure 3.**
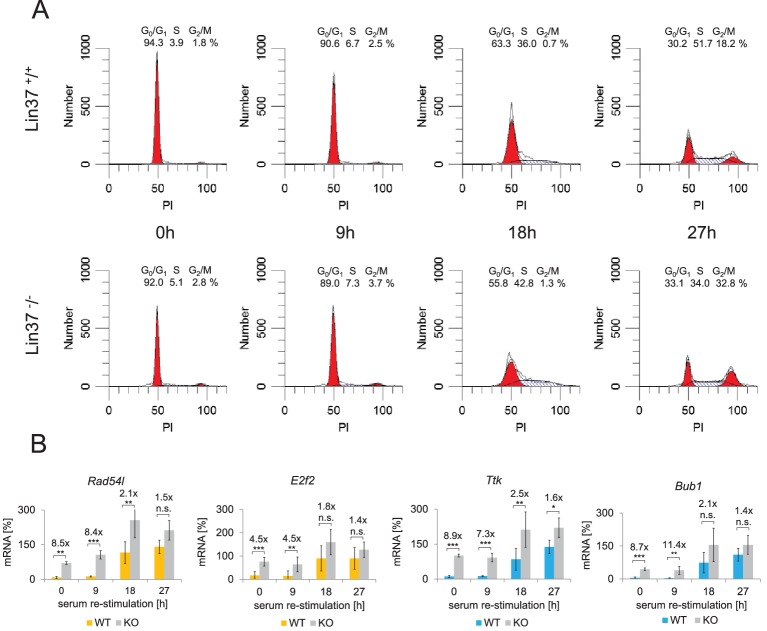
Knockout of Lin37 results in a de-repression of cell cycle genes in G_0_/G_1_. The NIH3T3 parental cell line as well as independent wild-type (WT, n = 4) and Lin37 knockout (KO, n = 6) single cell clones were arrested in G_0_ by serum deprivation and re-stimulated for 9, 18, and 27 hr. (**A**) Cell cycle distribution was measured by PI staining and flow cytometry. One representative example of wild-type (*Lin37^+/+^*) and knockout (*Lin37^−/−^*) cells is shown. (**B**) mRNA of G_1_/S (yellow) and G_2_/M (blue) cell cycle genes was measured by qPCR in all cell lines with two technical replicates each and normalized to U6 expression. All data points for each gene were further normalized to the maximum mRNA expression of the parental cell line which was set to 100%. Mean values ± SD are given, and significances were calculated by the Students T-Test (*p≤0.05, **p≤0.01, ***p≤0.001).

### Ablation of Lin37 leads to a complete loss of DREAM function

Having established that knockout of Lin37 results in an up-regulation of cell cycle gene mRNA expression in serum-starved cells, we next asked whether DREAM completely loses its function as a transcriptional repressor without Lin37 or whether DREAM can maintain partial activity. To this end, we performed luciferase reporter assays with promoters of known DREAM target genes. In serum-starved NIH3T3 wild-type cells, activity of DREAM target promoters was up-regulated when the E2F binding sites (*Orc1*, *Cdc45*) or the CHRs (*Ttk*, *Ccnb2*) were mutated (Figure 4). Because DREAM cannot bind and repress these promoters anymore (Müller et al., 2016), the increase in activity reflects complete loss of DREAM function at each specific promoter. Notably, mutating the CHR in the *Ttk* promoter led to an increase in activity of merely 2-fold in knockout cells compared to 136-fold in Lin37 wild-type cells. Furthermore, the *Ccnb2* CHR mutant promoter displayed even slightly less activity than the wild-type promoter in *Lin37^−/−^* cells. Activities of *Cdc45* wild-type and E2F-site mutant promoters were not significantly different in Lin37 knockout cells, while mutating the E2F binding site in the *Orc1* promoter still increased activity 2.7-fold in the absence of Lin37. Importantly, repression of all wild-type promoters could completely be restored when a Lin37 expression plasmid was co-transfected (Figure 4). As mutation of CHR sites, which exclusively bind DREAM but not E2F/Rb in repressed promoters, did not significantly increase gene expression in Lin37 knockout cells, we conclude that activity of DREAM is completely lost in these cells. We propose that the small but significant increase of *Orc1* activity upon E2F site mutation relates to E2f/Rb repressor complexes that bind to E2F elements and are still active in Lin37 knockout cells. Together, these results strongly suggest that DREAM is essential for repression of cell cycle genes through CHR and E2F sites in quiescence and that loss of DREAM activity is not compensated by other repressor complexes.

**Figure 4.**
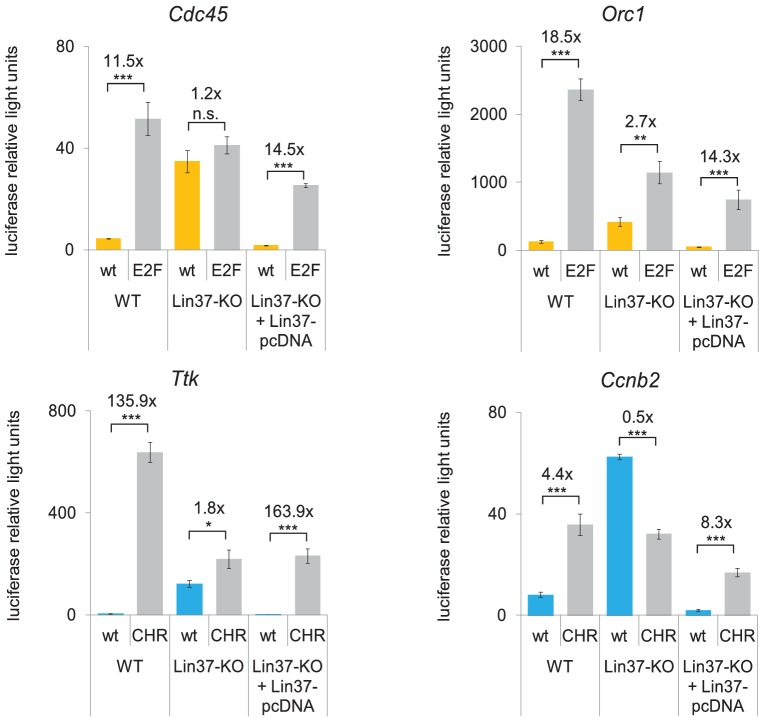
Knockout of Lin37 leads to a de-repression of cell cycle gene promoters in quiescence. Wild-type (WT) or Lin37 knockout cells (Lin37-KO; clone 632–2) were transfected with luciferase reporter constructs of G_1_/S (yellow) and G_2_/M (blue) cell cycle gene promoters. Wild-type (wt) and DREAM-binding site deficient (E2F, CHR) promoters were tested for their activity. Lin37 knockout was rescued by re-expression of Lin37 (Lin37-pcDNA). Cells were arrested by serum deprivation. Promoter activities were normalized to Renilla luciferase activity. Mean values ± SD of three biological replicates are given, and significances were calculated by the Students T-Test (*p≤0.05, **p≤0.01, ***p≤0.001).

### Expression of a Lin37 MuvB-binding mutant cannot rescue the knockout phenotype

To test whether binding of Lin37 to DREAM is essential for its function in cell cycle gene regulation, we performed time-course experiments with serum-starved and re-stimulated knockout cells that were stably transfected with episomes expressing Lin37 (WT), the MuvB binding-deficient mutant (CD1+2) or luciferase (KO) (Figure 5A, Figure 5—source data 1). mRNA levels of G_2_/M (*Bub1*, *Nek2*) and G_1_/S (*E2f2*, *Mcm5*) cell cycle genes were clearly increased during G_0_ and early G_1_ in cell lines expressing luciferase and the Lin37 mutant compared to cells expressing wild-type Lin37. In contrast, this increase in mRNA expression was not or only to a minor extent detected in late cell cycle phases, leading to a reduced maximum fold-change of all genes measured (Figure 5A). This phenotype is consistent with the data shown for several single cell knockout clones (Figure 3). Thus, downregulation of mRNA expression in G_0_ and early G_1_ can be rescued by re-expression of wild-type Lin37 but not by MuvB binding-deficient mutant Lin37.

**Figure 5.**
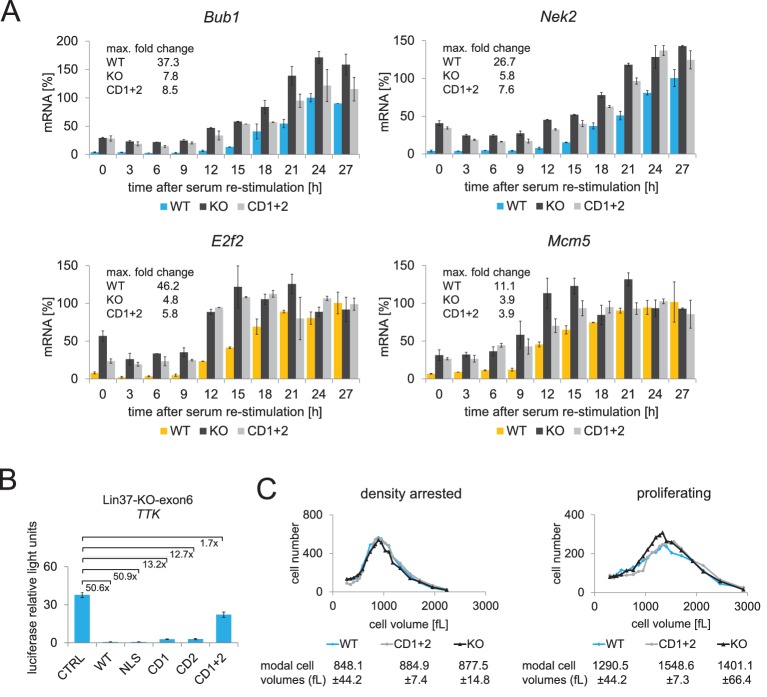
Expression of wild-type Lin37, but not of a MuvB-binding deficient mutant, rescues the knockout phenotype. (**A**) Lin37 knockout cells stably transfected with episomal vectors expressing wild-type Lin37 (WT), a MuvB-binding deficient mutant (CD1+2) or luciferase (KO) were arrested by serum starvation in G_0_ and stimulated to re-enter the cell cycle. mRNA expression of G_2_/M (blue) and G_1_/S (yellow) cell cycle genes was measured by qPCR at given time points after serum re-stimulation. All data points for each gene were normalized to the maximum mRNA expression of the Lin37 wild-type rescue cell line which was set to 100%. Mean values ± SD of one representative experiment with two technical replicates for each time point are shown. (**B**) Activity of the *Ttk* G_2_/M cell cycle gene promoter in serum-starved Lin37 knockout cells (clone 632–2) was determined by luciferase reporter assays while expressing wild-type Lin37 (WT), a mutant with non-functional nuclear localization signal (NLS), or mutants with altered MuvB binding domains (CD1, CD2, CD1+2). Mean values ± SD of three biological replicates are given and compared with *Ttk* promoter activity in Lin37 deficient cells (CTRL). (**C**) The volumes of density-arrested and proliferating Lin37-deficient cells (clone 632–2) expressing wild-type Lin37 (WT), a MuvB-binding deficient mutant (CD1+2) or luciferase (KO) was determined by Coulter counter analyses. Approximately 30,000 cells were measured in two biological replicates with three technical replicates each. One representative experiment is shown and the modal cell volumes ± SD are given. 10.7554/eLife.26876.009Figure 5—source data 1.Cell cycle analysis of synchronized *Lin37^−/−^* NIH3T3 expressing wild-type Lin37 (WT), a non-MuvB-binding Lin37 mutant (CD1+2) or luciferase (KO).Cells were arrested in G_0_ by serum starvation and re-entered the cell cycle after stimulation with 20% FCS. To determine cell cycle distribution of cell populations at specific time points after re-stimulation, DNA was stained with PI and fluorescence was measured by flow cytometry. (**A**) Percentages of cells in G_0_/G_1_, S, and G_2_/M at specific time points after re-stimulation. (**B**) DNA content as analyzed with ModFit LT 5.0. One representative experiment is shown.

The cell cycle distributions of all samples were analyzed by PI-DNA staining and flow cytometry. Cells expressing no or mutated Lin37 showed a minor increase of cells in S and G_2_/M phases after the serum deprivation period and entered S and G_2_/M phases earlier than cells expressing wild-type Lin37 (Figure 5—source data 1). Additionally, we performed luciferase reporter assays measuring activity of the *Ttk* wild-type promoter in serum-starved Lin37 knockout cells when Lin37 wild-type protein or several mutants were expressed. Lin37 lacking a functional NLS retained its ability to fully restore DREAM function (Figure 5B). CD1 and CD2 mutants could rescue DREAM function, but less efficiently than wild-type Lin37, which is consistent with their reduced affinity for theMuvB complex (Figure 1B and C). In contrast, the CD1+2 double mutant does not interact at all with the MuvB core and was unable to restore repression of the *Ttk* promoter (Figure 5B).

Taken together, our results provide evidence that binding of Lin37 to DREAM is essential for repression of cell cycle genes.

It has been shown that over-expression of cyclin D1 leads to a reduced volume of proliferating and contact inhibited NIH3T3 cells (Quelle et al., 1993). As the activity of cyclin D-CDK complexes results in an increased phosphorylation of pocket proteins and a reduced activity of the DREAM repressor complex, we chose to test whether Lin37-deficient cells also exhibit this ‘wee’ phenotype. However, we found that Lin37 knockouts and cells expressing the MuvB-binding deficient mutant appear to be slightly larger than cells expressing wild-type Lin37 (Figure 5C), but these changes in the cell volume were not significant. Thus, loss of Lin37 does not reduce the cell volume as over-expression of cyclin D1 does.

### Transcriptome-wide identification of Lin37-regulated genes

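RNA was sequenced from 10 libraries of serum-starved NIH3T3 cells, an immortalized mouse fibroblast line, in which *Lin37* had been mutated. The cells came from 2 clones, 1 with InDels at exon 4 and 1 with InDels at exon 6. Each clone carried an episome, a plasmid that is kept outside the chromosomes, which expressed either luciferase (KO) or wild-type Lin37 (rescue, the paper's WT). The sample labels give 60 h of serum starvation. The exon 4 clone had 2 biological replicates of each group. The exon 6 clone had 3 libraries of each group, of which the labels name 2 as biological replicates and the other as a technical replicate of replicate 2. The authors depleted ribosomal RNA, mapped the reads to mm10 with split reads allowed, counted them per gene against GENCODE vM5 and deposited RPKM values (reads scaled by gene length and library total) for 45232 gene entries. The GSAT_MM satellite entries, which the authors removed before their test, were not analysed here.

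*Lin37*, which lies on chromosome 7 of GRCm38 from 30555441 to 30559838 on the minus strand, was measured first in every library. In the exon 4 clone, its deposited value was 0.543 and 0.171 RPKM in the KO replicates and 1.83 and 0.798 RPKM in the rescue replicates. In the exon 6 clone, it was 0.999, 0.250 and 0.723 RPKM in the KO libraries and 5.20, 1.65 and 7.60 RPKM in the rescue libraries. Reads from the rescue episome may count toward these values, and the InDels need not remove the transcript. Reads were not analysed here to tell the 2 sources apart.

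The deposited values hold no counts. Where a gene's values rise in steps, the smallest step gives an estimate of what 1 read is worth. If the commonest step stands for 1 read, the libraries would hold 38700000 and 64400000 reads in exon 4 KO, 50700000 and 91100000 in exon 4 rescue, 31800000, 41800000 and 21900000 in exon 6 KO, and 52200000, 87200000 and 28000000 in exon 6 rescue. Only 26.1% to 34.5% of the low values in a library were whole multiples of such a step, so whole reads were not recovered and these depths are estimates. Between 7920 and 22034 entries were listed at 0 in a library.

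For the comparisons, each library was divided by a median-of-ratios factor computed over 8523 genes with a mean of at least 1 RPKM and a value above 0 in every library. The factors ranged from 0.324 to 2.70. The technical replicates of the exon 6 clone were then averaged, which left 4 KO and 4 rescue replicates. After rescaling, *Lin37* was 0.315 ± 0.0681 RPKM (SD, n = 4) in KO and 3.58 ± 1.46 RPKM (SD, n = 4) in rescue cells, and each KO replicate was below each rescue replicate. Over 7550 genes with a mean of at least 1 RPKM, the median absolute log2 difference between the technical replicates was 0.185 in exon 6 KO and 0.23 in exon 6 rescue. Between biological replicates it was 0.13 in exon 6 KO, 0.22 in exon 6 rescue, 0.24 in exon 4 KO and 0.23 in exon 4 rescue. Changes were tested with limma on log2(RPKM + 0.5) with clone as a covariate, over the genes with a mean of at least 0.1 RPKM, and a log2 change on this scale understates the change of genes expressed at low levels.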

To identify genes de-regulated after Lin37 knockout on a genome-wide level, we isolated RNA from serum-starved *Lin37^−/−^* cells either transfected with episomal vectors expressing luciferase (KO) or wild-type Lin37 (WT). One technical and two biological replicates were performed, which led to the identification of 387 significantly up- and 76 significantly down-regulated genes (Supplementary file 2). 

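Of 16866 genes tested over both clones, 271 were higher and 14 were lower in KO than in rescue cells with an adjusted *p* under 0.05 (limma, Benjamini-Hochberg adjustment, 4 KO against 4 rescue replicates). All 271 were higher, and all 14 were lower, in each of the 4 pairs of KO and rescue replicates that share a clone and a replicate number. The deviations of same-numbered replicates from their group means correlated with 0.432 in the exon 4 clone and 0.217 in the exon 6 clone. With the replicate number as a block, 276 genes were higher, 250 of them among the 271, and 27 were lower, 9 of them among the 14. The higher count moved most with the RPKM as deposited, without rescaling, under which 875 genes were higher and 13 lower. The lower count lay between 4 without exon 6 KO replicate 2 and 27 with the block.

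The paper's list of up-regulated genes has 387 entries, of which 384 were matched to the deposited genes and 364 were tested. Of these, 233 were called higher when the *p*-values were adjusted over all genes and 343 when they were adjusted over the list alone, which the paper drew from these data. With the block, 229 of the listed genes were called. The list's median log2 change was 0.84, and the median change per pair was 0.83 ± 0.16 (SD, n = 4 pairs). All 364 tested genes had a positive log2 change, and 334 were higher in each pair.

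In the exon 6 clone alone, with 2 KO and 2 rescue replicates, 189 of 15922 genes were higher and 9 were lower, and with the block 159 were higher and 11 lower. Of the 189, 170 were also called over both clones and 180 were on the paper's list. In the exon 4 clone alone, 0 of 16781 genes passed in either direction, with a lowest adjusted *p* of 0.0594 (limma, Benjamini-Hochberg adjustment). At an unadjusted *p* under 0.05, 402 genes were higher and 337 lower in that clone, in all fewer than are expected if no gene had changed. With the block, 0 genes passed as higher and 1 as lower, and the numbers at an unadjusted *p* under 0.05 were 636 higher and 954 lower, while the RPKM as deposited gave 264 and 37.

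On log2(RPKM + 0.5), the largest rises were those of Gm15452 with a log2 change of 2.39 (standard error 0.11), Gtse1 with 2.15 (0.10), Cdc20 with 2.14 (0.16), Bub1b with 2.14 (0.11) and Gm32460 with 2.11 (0.19). Their adjusted *p*-values lay between 6.97e-05 and 0.000778 (limma, Benjamini-Hochberg adjustment). Gm15452 is a processed pseudogene whose 31-base stretches all also occur in Cks2 transcripts. Gm32460 is a processed pseudogene that shares 12.4% of its stretches with Cks1brt. It also shares 10.4% with Cks1b, which is on the paper's list of up-regulated genes. On the same scale, the largest falls began with Gm8802, with a log2 change of -4.74 (0.25), and Lin37 itself, with -2.25 (0.17). Gm8802 is a processed pseudogene that shares sequence with Lin37. Next came Snord100 with -1.22 (0.24), Gm13339 with -0.97 (0.19) and Marcksl1 with -0.96 (0.11). Both rankings are among called genes only. With the block, the adjusted *p* of Gm13339 rose from 0.0438 to 0.0901 (limma, Benjamini-Hochberg adjustment).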

Gene Ontology (GO) analysis showed a highly significant enrichment of cell cycle-related processes for the up-regulated genes (Figure 6A, Supplementary file 2), including processes connected to S phase (e.g. DNA replication, DNA metabolic process) and to mitosis (e.g. chromosome segregation, mitotic nuclear division). In contrast, GO analysis yielded sets of developmental and differentiation processes for genes repressed after Lin37 knockout, but with much lower significances (Supplementary file 2). 

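The GO enrichment was not recomputed, and the measured changes are given for 2 lists of genes chosen by their known function, after the paper's gene list had been read. The replication list held 31 genes of the MCM, GINS, ORC, RFC and DNA polymerase complexes and of nucleotide synthesis, of which 22 are on the paper's list of up-regulated genes. Of 30 tested, 17 were higher in KO cells and 27 were higher in every pair, with a median log2 change of 0.82 and a median per pair of 0.74 ± 0.11 (SD, n = 4 pairs). With the replicate number as a block, 19 were called. The segregation list held 34 genes of the kinetochore, the spindle checkpoint, the mitotic kinesins and condensin, all of them on the paper's list, so neither list gives an independent check of the paper's. Of these, 29 were higher in KO cells with and without the block, and all 34 were higher in every pair. The median log2 change was 1.35, and the median per pair was 1.30 ± 0.21 (SD, n = 4 pairs).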

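The 76 genes of the paper's down-regulated list were all matched to the deposited genes, and 44 of them had a mean of at least 0.1 RPKM and were tested. Of these, 3 were lower in KO cells with adjustment over all genes, and 14 with adjustment over the list alone (limma, Benjamini-Hochberg adjustment). The 3 were Lin37, Gm8802 and Marcksl1. With the replicate number as a block, 6 genes passed over all genes and 22 over the list. The median log2 change of the 44 genes was -0.42, and 32 of them were lower in each of the 4 pairs. The median change per pair was -0.42 ± 0.21 (SD, n = 4 pairs). With the RPKM as deposited, the median log2 change of the list was -0.08, where the median of all genes was 0.64. The median rescaled level over the 76 genes differed between libraries of the same group. It was 0.0399 RPKM in exon 6 rescue replicate 1, and 0.239 and 0.00910 RPKM in the technical replicates of exon 6 rescue replicate 2. In the exon 4 clone, it was 0.00465 and 0.237 RPKM in the KO replicates and 0.157 and 0.332 RPKM in the rescue replicates. The number of the 76 genes listed at 0 was 13, 11 and 21 in the exon 6 KO libraries, 1, 0 and 10 in exon 6 rescue, 8 and 0 in exon 4 KO, and 0 in both exon 4 rescue libraries.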

We then mapped the up-regulated genes identified in mouse cells to their human orthologues to compare them with datasets of DREAM targets and cell cycle genes (Müller et al., 2014). 

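Apart from the 4 MuvB genes listed below them, Figure 6B names 41 genes by their fold change, all of which were matched to the deposited values. Of these, 33 were tested, and the other 8 were below the minimum, with mean values between 0.0159 and 0.0888 RPKM. Among the 8, Ptpn7 and E2f8 were higher in KO cells in all 4 pairs. Col9a2, Pitpnm3 and Als2cl were higher in 3 pairs, and Slc14a1, Neil3 and Trim63 in 2. The mean of Col9a2 was 0.0673 RPKM in KO and 0.0681 RPKM in rescue cells. Of the 33 genes, 26 were higher in KO cells (limma, Benjamini-Hochberg adjusted *p* under 0.05), 25 with the replicate number as a block. All 33 had a positive log2 change, between 0.36 and 2.14 with a median of 1.27, and 32 were higher in each of the 4 pairs. Among the 33 tested genes, the largest changes on log2(RPKM + 0.5) were those of Bub1b, Kif18b with 1.98 (standard error 0.10) and Ndc80 with 1.73 (0.18). Kif18b rose from 0.222 ± 0.108 RPKM in rescue to 2.33 ± 0.108 RPKM in KO cells (SD, n = 4 each), and Ndc80 from 0.118 ± 0.153 to 1.52 ± 0.244 RPKM. Aunip rose from 0.0131 ± 0.0138 to 1.15 ± 0.474 RPKM, with a log2 change of 1.64 (0.15). With a pseudocount of 0.1 its change was the largest of the 33, 3.40 against 3.23 for Bub1b, 3.12 for Ndc80 and 2.98 for Kif18b. The 7 tested genes that were not called were Ska1, Ccnb1, Prc1, Efcab11, Tst, Pif1 and E2f2, with adjusted *p*-values from 0.0507 for Ska1 to 0.347 for E2f2 (limma, Benjamini-Hochberg adjustment). Of the 41 genes, the paper's Supplementary file 2 marks 29 as bound by E2F4, LIN54 and p130. Of these, 28 were tested, 22 were higher in KO cells and 21 with the block, with a median log2 change of 1.30.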

77.5% of the top 40 de-repressed protein-coding genes (Figure 6B) have been identified as DREAM targets by ChIP-chip (Litovchick et al., 2007). 65% of the top hits are cell cycle genes with an expression maximum in G_2_ and mitosis and contain evolutionary conserved CHR promoter elements close to their transcription start sites. 

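Of the 41 genes named in Figure 6B apart from the 4 MuvB genes, 23 are marked in Supplementary file 2 with peak expression in G_2_, G_2_/M or M/G_1_, and 22 of these also carry a CHR mark. Of the 22, 21 were tested and 17 were higher in KO cells (limma, Benjamini-Hochberg adjustment), also with the replicate number as a block. The median log2 change of the 21 genes was 1.33, and each was higher in every pair. The median change per pair was 1.27 ± 0.22 (SD, n = 4 pairs). The 7 tested genes among the 41 with a mark for neither G_2_/M nor G_1_/S had a median log2 change of 0.84. Of these 7, 5 were called, 4 with the block. Over the whole list of up-regulated genes, 83 had both a G_2_/M and a CHR mark. Of these, 82 were tested, 62 were higher, 63 with the block, and the median log2 change was 1.14.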

Additionally, expression of more than one third of cell cycle genes de-repressed in *Lin37^−/−^* cells displayed peak expression in S phase (Figure 6C) and can bind DREAM though E2F sites (Supplementary file 2). Thus, both G_2_/M and G_1_/S cell cycle genes were affected by loss of Lin37. 

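Of the cell cycle genes on the paper's list, 74 with peak expression in G_1_/S or S phase were matched to the deposited values and 72 were tested. Of these, 49 were higher in KO cells (limma, Benjamini-Hochberg adjusted *p* under 0.05), 46 with the replicate number as a block, and 70 were higher in each of the 4 pairs. The 35 that are also marked as bound by DREAM and as carrying an E2F site included 34 tested genes. All 34 were higher in every pair, 26 were called, 25 with the block, and the median log2 change was 0.95. Without the condition on DREAM binding, 45 genes with an E2F site were tested and 34 were called.

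Among the G_1_/S genes that the paper used in reporter or qPCR assays, Mcm5 rose from 0.274 ± 0.158 RPKM in rescue to 2.66 ± 1.01 RPKM in KO cells (SD, n = 4 each). Its log2 change was 1.99 (standard error 0.16, adjusted *p* = 0.000373 from limma with Benjamini-Hochberg adjustment). Cdc45 rose from 0.469 ± 0.0203 to 3.10 ± 0.694 RPKM, a log2 change of 1.87 (standard error 0.12, adjusted *p* = 0.000155 from the same test). Orc1 was 0.217 ± 0.0594 RPKM in rescue and 0.614 ± 0.159 RPKM in KO cells. Its log2 change of 0.63 (standard error 0.13) did not pass, with an adjusted *p* of 0.0674 from limma with Benjamini-Hochberg adjustment, and passed with the block at 0.0467. Rad54l was 0.114 ± 0.0283 RPKM in rescue and 0.537 ± 0.168 RPKM in KO cells. Its log2 change of 0.74 (standard error 0.14) had an adjusted *p* of 0.0351 without and 0.0523 with the block. Rad54l did not pass without a minimum level, with an adjusted *p* of 0.200 from the same test. With a replicate left out, its adjusted *p* reached up to 0.173 (limma, Benjamini-Hochberg adjustment).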

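The G_2_/M group of the paper's list, 119 genes with peak expression in G_2_, G_2_/M or M/G_1_, had 117 tested genes with a median log2 change of 1.12. Of these, 88 were higher in KO cells (limma, Benjamini-Hochberg adjustment), 90 with the replicate number as a block. The median of the G_1_/S group was 0.88. With a pseudocount of 0.1 in place of 0.5, the medians were 2.03 and 1.50. In each of the 4 pairs the G_2_/M median was above the G_1_/S median, with 0.86 against 0.79 and 1.06 against 0.64 in the exon 4 clone, and 1.22 against 1.01 and 1.23 against 0.93 in the exon 6 clone. Over the pairs, the medians were 1.09 ± 0.17 and 0.84 ± 0.16 (SD, n = 4 pairs), and the difference between the groups was not tested.

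Bub1 rose from 0.0876 ± 0.0533 RPKM in rescue to 1.03 ± 0.251 RPKM in KO cells (SD, n = 4 each), Nek2 from 0.0630 ± 0.0225 to 0.973 ± 0.261 RPKM, and Ttk from 0.0490 ± 0.0199 to 0.879 ± 0.0930 RPKM. Their log2 changes were 1.37 (standard error 0.14), 1.37 (0.12) and 1.33 (0.09), with adjusted *p*-values of 0.00121, 0.000772 and 0.000254 from limma with Benjamini-Hochberg adjustment. Ccnb2 rose from 0.0472 ± 0.0503 to 0.443 ± 0.169 RPKM, a log2 change of 0.77 (standard error 0.14, adjusted *p* = 0.0277 from the same test). These 4 genes also passed with the block, with adjusted *p*-values from 0.00119 for Ttk to 0.0313 for Ccnb2 (limma, Benjamini-Hochberg adjustment). Ccnb2 did not pass without a minimum level, with an adjusted *p* of 0.172 from the same test. With a replicate left out, its adjusted *p* reached up to 0.152 (limma, Benjamini-Hochberg adjustment).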

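The MuvB core consists of Lin9, Lin37, Lin52, Lin54 and Rbbp4, and B-myb (*Mybl2*) and Foxm1 bind to it later in the cell cycle. Foxm1, on chromosome 6 of GRCm38 from 128362967 to 128376146, rose from 0.490 ± 0.0271 RPKM in rescue to 3.63 ± 0.489 RPKM in KO cells (SD, n = 4 each). Its log2 change was 2.05 (standard error 0.10, adjusted *p* = 6.97e-05 from limma with Benjamini-Hochberg adjustment). Lin54, on chromosome 5 from 100441918 to 100500639, rose from 0.413 ± 0.192 to 1.64 ± 0.247 RPKM, a log2 change of 1.24 (standard error 0.15, adjusted *p* = 0.00268 from the same test). Lin9, on chromosome 1 from 180641150 to 180690694, rose from 0.112 ± 0.0477 to 0.507 ± 0.0983 RPKM, a log2 change of 0.72 (standard error 0.11, adjusted *p* = 0.0142 from the same test). With the replicate number as a block, these 3 genes passed with adjusted *p*-values of 0.000457, 0.00132 and 0.0136 (limma, Benjamini-Hochberg adjustment). Each was higher in all 4 pairs. Lin9 did not pass without a minimum level, with an adjusted *p* of 0.0916 from the same test. With a replicate left out, its adjusted *p* reached up to 0.0955 (limma, Benjamini-Hochberg adjustment).

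Mybl2, on chromosome 2 from 163054687 to 163084688, had a mean of 0.0635 RPKM over all replicates and was below the minimum of 0.1 RPKM. It was 0.0164 ± 0.0178 RPKM in rescue and 0.111 ± 0.0910 RPKM in KO cells (SD, n = 4 each), and higher in all 4 pairs. When genes were tested without a minimum, its log2 change was 0.23 (standard error 0.09) and its adjusted *p* was 0.759 from limma with Benjamini-Hochberg adjustment. In the exon 6 clone alone it passed the minimum, with a log2 change of 0.41 and an adjusted *p* of 0.459 from the same test. Lin52 and Rbbp4 had log2 changes of 0.08 (standard error 0.13) and -0.09 (0.10), with adjusted *p*-values of 0.911 and 0.853 (limma, Benjamini-Hochberg adjustment).

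**Figure D1:**
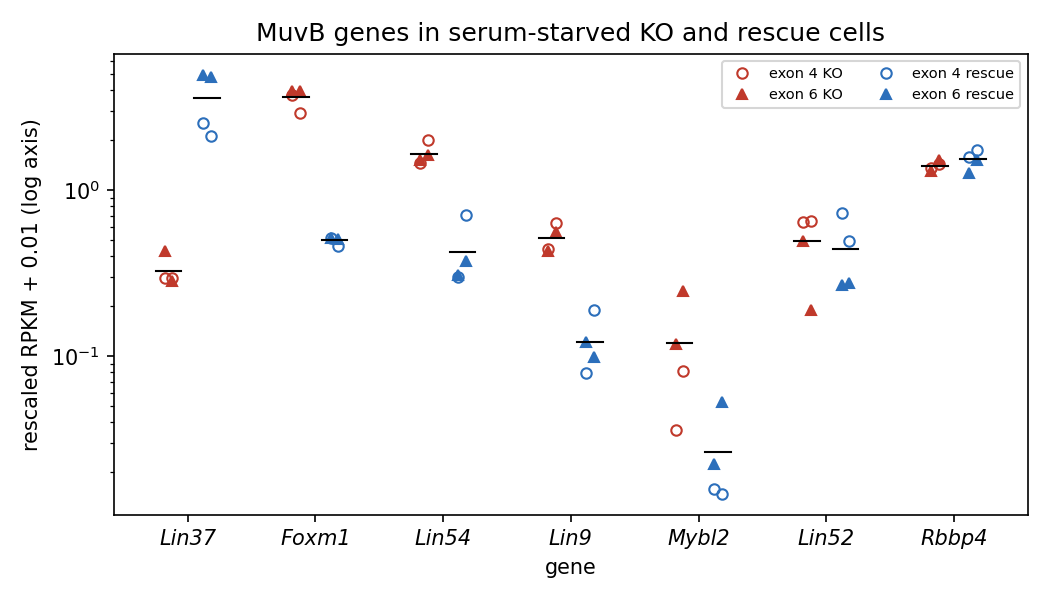
Rescaled RPKM of 7 MuvB genes, with 0.01 added, on a log axis. Circles (the exon 4 clone) and triangles (the exon 6 clone) are biological replicates of KO (red) and rescue (blue) cells, and bars are means of 4 replicates. For Foxm1 all 4 KO replicates lie above all rescue replicates, while those of Lin52 and Rbbp4 overlap.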

Interestingly, expression of four of the MuvB complex components – Foxm1, B-myb (Mybl2), Lin9, and Lin54 – were also up-regulated in Lin37 knockout cells (Figure 6B). Furthermore, analysis of all Lin37-regulated genes revealed that 157 of their human orthologues are bound by DREAM and differentially expressed in the cell cycle, while 42 and 43 are identified exclusively as DREAM targets or cell cycle genes, respectively. In contrast, several of the Lin37–regulated genes were not experimentally validated DREAM targets or cell cycle genes (Figure 6D). However, 60 of the 115 Lin37 targets without experimentally validated cell cycle expression have been predicted to be cell cycle genes (www.targetgenereg.org) (Fischer et al., 2016), suggesting that the actual overlap between Lin37 targets and cell cycle genes may be larger. In contrast to the genes up-regulated in *Lin37^−/−^* cells, none of the down-regulated genes bind DREAM and only four were identified as cell cycle genes (Supplementary file 2). 

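The marks in Supplementary file 2 were used to divide the up-regulated genes. Of the 154 matched genes marked both as bound by E2F4, LIN54 and p130 and as cell cycle genes, 152 were tested. Of these, 119 were higher in KO cells (limma, Benjamini-Hochberg adjusted *p* under 0.05), 116 with the replicate number as a block, and 149 were higher in each of the 4 pairs. Their median log2 change was 1.01, and the median per pair was 1.03 ± 0.15 (SD, n = 4 pairs). Of the 43 genes marked only as DREAM-bound, all were tested and 28 were higher, 24 with the block, with a median log2 change of 0.68 and a median per pair of 0.69 ± 0.15. Of the 39 genes marked only as cell cycle genes, 37 were tested and 18 were higher, 20 with the block, with a median log2 change of 0.65 and a median per pair of 0.73 ± 0.10. All DREAM-bound genes together, 195 tested, had a median log2 change of 0.95, and 147 of them were higher, 140 with the block.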

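The list holds 101 matched genes with a human orthologue and a mark for neither DREAM binding nor cell cycle expression. Of 90 tested, 47 were higher in KO cells (limma, Benjamini-Hochberg adjusted *p* under 0.05), 48 with the replicate number as a block, and 76 were higher in each of the 4 pairs. Their log2 changes lay between 0.10 and 1.73 with a median of 0.70, and the median per pair was 0.71 ± 0.13 (SD, n = 4 pairs). Of 26 matched pseudogenes on the list, 17 were higher in KO cells, also with the block. They had a median log2 change of 0.86. Some may share reads with other genes, to an extent that the deposited values do not show. Gm10184, counted among them, is typed as protein-coding in the annotation used here.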

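None of the 76 down-regulated genes is marked as bound by E2F4, LIN54 and p130 in Supplementary file 2. The 4 marked as cell cycle genes are Gdap1, Nfia, Tgfb3 and Ctnnd1. Each of the 4 was lower in KO than in rescue cells in every pair, and none was called over both clones. Tgfb3 was 4.20 ± 0.855 RPKM in KO and 6.82 ± 2.25 RPKM in rescue cells (SD, n = 4 each). Its log2 change was -0.60 (standard error 0.12), with an adjusted *p* of 0.0531 from limma with Benjamini-Hochberg adjustment, and 0.0463 with the replicate number as a block. Ctnnd1 was 6.74 ± 0.499 RPKM in KO and 10.0 ± 2.28 RPKM in rescue cells, a log2 change of -0.52 (standard error 0.14, adjusted *p* = 0.200 from the same test and 0.213 with the block). Nfia was 0.127 ± 0.0770 RPKM in KO and 0.230 ± 0.0663 RPKM in rescue cells, a log2 change of -0.22 (standard error 0.10, adjusted *p* = 0.572 from the same test and 0.409 with the block). Gdap1 was below the minimum, with 0.0423 ± 0.0833 RPKM in KO and 0.101 ± 0.106 RPKM in rescue cells.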

Together, the transcriptome-wide analysis reveals that DREAM targets and cell cycle genes are generally up-regulated when Lin37 is not expressed.

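The change of each gene was also computed within each clone. Of 345 genes of the paper's up-regulated list that were tested in both clones, 335 were higher in KO cells of both. Of 25 genes of the down-regulated list, 22 were lower in both. The median log2 change of the up-regulated list was 1.06 in the exon 6 clone and 0.62 in the exon 4 clone. The difference between the clones was tested for each gene by the interaction of clone and genotype. At an unadjusted *p* under 0.05 there were 685 genes, fewer than are expected if no gene differed. After adjustment 0 genes passed, with a lowest adjusted *p* of 0.989 (limma, Benjamini-Hochberg adjustment). The same number, 0, passed with the replicate number as a block. Of the 189 genes called higher in the exon 6 clone, 186 were tested in the exon 4 clone and 185 had a positive log2 change there. From its transcriptome-wide analysis as a whole, the paper concludes that targets of DREAM and genes of the cell cycle generally rise when Lin37 is absent.

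**Figure D2:**
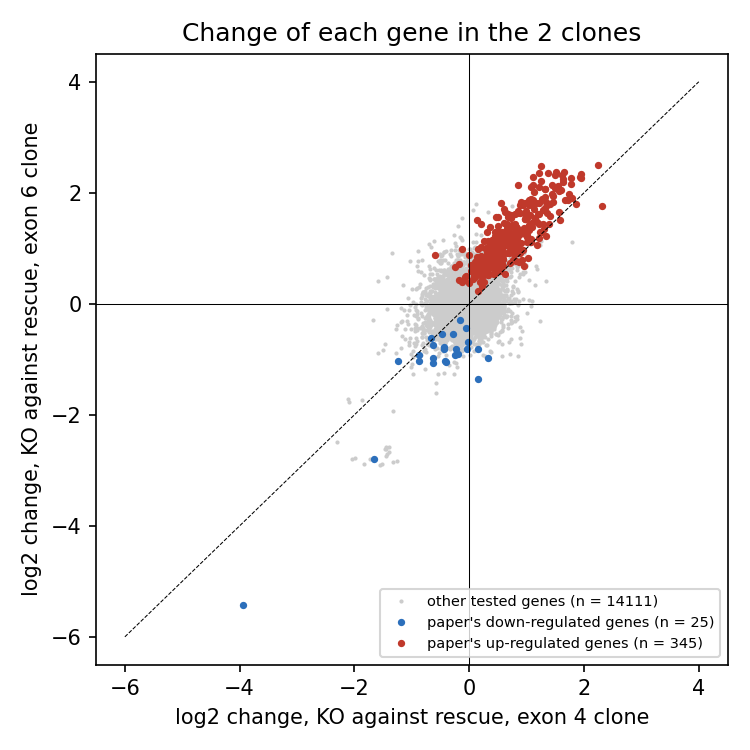
Log2 change from rescue to KO of each gene tested in both clones, in the exon 4 clone (horizontal axis) and the exon 6 clone (vertical axis), each from 2 KO and 2 rescue replicates. Each clone was rescaled on its own, so the pseudocount does not weigh equally on the 2 axes. Red points are 345 genes of the paper's up-regulated list, blue points 25 genes of its down-regulated list, grey points 14111 other genes, and the dashed line marks equal change, with 335 of the red points above 0 on both axes.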

**Figure 6.**
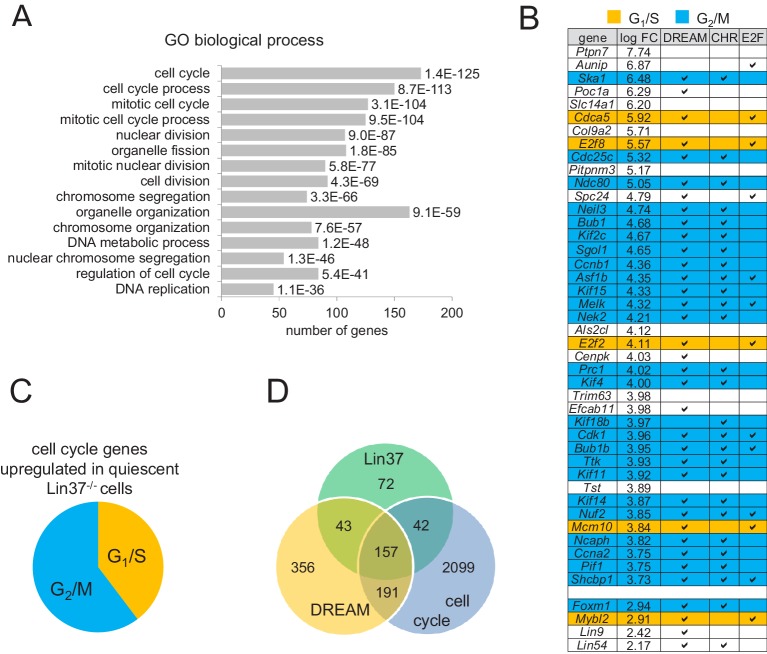
Expression of early and late cell cycle genes is up-regulated in quiescent *Lin37^−/−^* cells on a global level. (**A**) Genes up-regulated in quiescent *Lin37^−/−^* cells were analyzed for enrichment of Gene Ontology (GO) terms. The top fifteen overrepresented GO terms and the number of genes are given according to the p-value. For a complete list see Supplementary file 2. (**B**) Top 40 genes up-regulated (log fold change) in quiescent *Lin37^−/−^* cells and de-repressed genes coding for MuvB complex components are shown. Blue: Maximum expression in G_2_/M. Yellow: Maximum expression in G_1_/S. White: No experimentally validated differential cell cycle expression. A ‘✓’ marks genes bound by DREAM components as detected by ChIP-on-chip analysis (Litovchick et al., 2007) and marks the presence of evolutionary conserved CHR or E2F binding sites close to the transcription start sites (Müller et al., 2014). For a complete list of all Lin37-regulated genes see Supplementary file 2. (**C**) Distribution of early and late cell cycle genes in all cell cycle genes regulated by Lin37. (**D**) Correlation of genes identified as regulated by Lin37, bound by DREAM and being differentially expressed during the cell cycle (Müller et al., 2014).

### DREAM components assemble in the absence of Lin37

In order to test whether or not DREAM can form without Lin37, we performed DNA pulldown assays with a probe of the *Ccnb2* promoter containing a CDE/CHR element necessary for recruiting all DREAM components (Müller et al., 2012). DREAM-specific proteins were purified from both wild-type and from Lin37 knockout nuclear extracts (Figure 7A). These findings show that DREAM can assemble at CHR sites of DNA probes *in vitro* even in the absence of Lin37. To test for DREAM binding to cell cycle gene promoters *in vivo*, we performed chromatin immunoprecipitations (ChIP) with density-arrested wild-type and Lin37-deficient cells followed by qPCR. Binding signals of Lin37 at G_1_/S and G_2_/M cell cycle gene promoters were dramatically decreased in *Lin37^−/−^* cells, and binding of the DREAM components Lin54, E2f4, and p130 was only slightly or not altered (Figure 7B). The results obtained with both experimental approaches show that DREAM components assemble, but form a non-functional complex when Lin37 is absent.

**Figure 7.**
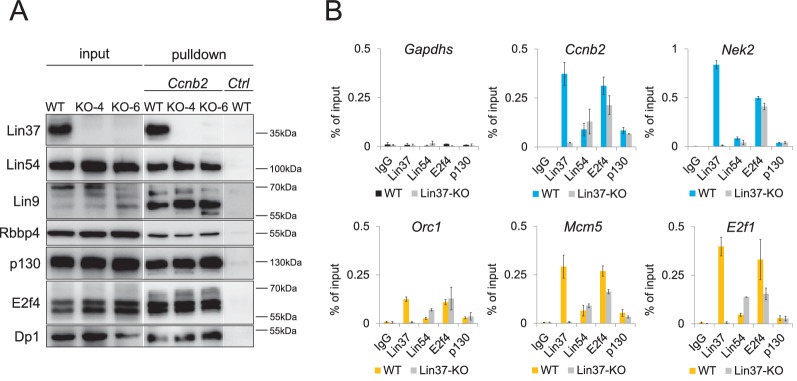
Lin37 is not essential for DREAM assembly at promoters. (**A**) DREAM components were purified from nuclear extracts of two independent density-arrested Lin37 knockout cell lines created by targeting exon 4 (KO-4) or exon 6 (KO-6) and NIH3T3 cells expressing Lin37 (WT). Purification was performed with a fragment of the mouse *cyclin B2* promoter (*Ccnb2*) containing a CDE/CHR tandem element or a fragment of the *Gapdhs* promoter without CHR or E2F sites (Ctrl) to determine background binding. Protein binding was analyzed by Western blotting. All samples detected with one specific antibody were run on the same gel. (**B**) *In vivo* binding of DREAM to G_2_/M (blue) and G_1_/S (yellow) cell cycle gene promoters in the Lin37^+/+^ NIH3T3 parental cell line (WT) and a Lin37^-/-^ cell line (Lin37-KO; clone 632-2) was analyzed by chromatin immunoprecipitation followed by semi-quantitative PCR (ChIP-qPCR). Enrichment of DREAM components normalized to input DNA is given. Non-targeting IgG and analysis of the non-DREAM binding *Gapdhs* promoter served as negative controls. Mean values ± SD of one representative experiment with three technical replicates are shown.

### Loss of Lin37 leads to de-repression of cell cycle genes in quiescent C2C12 myoblast cells

To analyze whether the Lin37 knockout phenotypes described in NIH3T3 fibroblasts can be reproduced in a different cellular system, we created Lin37-deficient C2C12 myoblast cell lines with the same CRISPR/Cas9-nickase constructs used for generating NIH3T3 knockouts. Five Lin37-deficient single cell clones were selected for further analysis and compared with the C2C12 parental cell line and 4 clones that were treated with CRISPR/Cas9-nickase constructs but remained wild-type for Lin37 (Figure 8A). Flow cytometry revealed that the percentages of cells in G_1_, S, and G_2_/M phases of the cell cycle did not significantly change either in proliferating or in serum-starved cells (Figure 8B). Thus, Lin37-deficient C2C12 cells proliferate normally and can arrest under growth limiting conditions. However, as observed in fibroblasts, knockout of Lin37 lead to a loss of DREAM function in quiescent C2C12 cells. While the expression of early and late cell cycle genes remained basically unchanged between proliferating wild-type and knockout cells, expression was highly increased in serum-starved knockout cells (Figure 8C). Next, we wanted to examine whether de-repression of cell cycle genes during quiescence can be rescued by re-expression of Lin37. To this end, we analyzed the activities of wild-type or DREAM binding site-deficient promoter reporter constructs of *Orc1* and *Ttk* in serum-starved C2C12 cells with or without transient expression of Lin37 (Figure 8D). As expected, activities of the *Orc1* and *Ttk* promoters increased in the C2C12 parental cells when the E2F or CHR sites were mutated. In three Lin37-deficient C2C12 cell lines, the differences in the activities of wild-type and mutant promoters were decreased. As observed in NIH3T3 cells, these effects were more pronounced when the *Ttk* promoter was analyzed, given that E2f/Rb complexes can bind to the E2F site of *Orc1* and partially repress the promoter in Lin37 knockout cells. However, re-expression of Lin37 completely rescued DREAM function in all cell clones.

**Figure 8.**
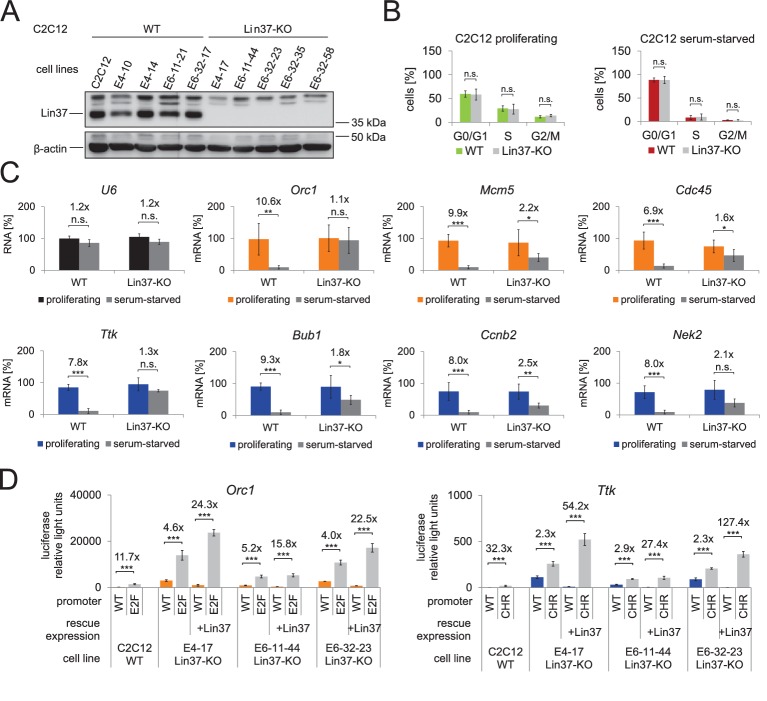
Knockout of Lin37 in C2C12 myoblast cells de-represses cell cycle genes in quiescence. (**A**) Western blot analysis of Lin37 wild-type C2C12 parental cells and single cell clones treated with plasmids expressing Cas9 nickase and sgRNAs targeting the 5’ end of Lin37 exon 4 or 6. Cell extracts were tested for expression of Lin37 and β-actin. The five wild-type (WT) and Lin37 knockout (Lin37-KO) lines were utilized for further phenotypic analysis. (**B**) Lin37 wild-type (WT, n = 5) and Lin37 knockout (Lin37-KO, n = 5) lines were arrested in G_0_ by serum deprivation. Cell cycle distribution of proliferating and quiescent cells was measured by PI staining and flow cytometry. (**C**) mRNA expression of G_1_/S (orange) and G_2_/M (blue) cell cycle genes was measured by qPCR in all cell lines with two technical replicates each and normalized to U6 expression. All data points for each gene were normalized to the mRNA expression of the proliferating parental cell line which was set to 100%. (**D**) Serum-starved wild-type (WT) or Lin37 knockout cell lines (Lin37-KO) were transfected with luciferase reporter constructs of the *Orc1* (G1/S) and *Ttk* (G2/M) cell cycle gene promoters. Wild-type (WT) and DREAM-binding site-deficient (E2F, CHR) promoters were tested for their activity. Lin37 knockout was rescued by re-expression of Lin37 (+Lin37). Promoter activities were normalized to Renilla luciferase activity. For all experiments shown in (**B**), (**C**), and (**D**), mean values ± SD are given, and significances were calculated by the Students T-Test (*p≤0.05, **p≤0.01, ***p≤0.001).

Taken together, the data from C2C12 myoblast cells reflect the results obtained with NIH3T3 cells, which suggests that the Lin37 knockout phenotype is a general phenomenon.

### Combined knockout of Lin37 and Rb deregulates cell cycle gene expression and leads to a loss of cell cycle control

It has been shown that triple knockout of all pocket proteins leads to an inability of cells to enter quiescence in response to serum deprivation and contact inhibition (Dannenberg et al., 2000; Sage et al., 2000; Classon et al., 2000). As p130/p107 function is mostly achieved through DREAM (Guiley et al., 2015; Litovchick et al., 2007; Pilkinton et al., 2007; Schmit et al., 2007; Forristal et al., 2014), we hypothesized that this phenotype may also be observed when both Lin37 and Rb are inactive. To test this hypothesis, we created Rb single and Lin37/Rb double knockout NIH3T3 cells by targeting either exon 1 or exon 13 of the *Rb* gene in Lin37 positive or negative cells. *Rb^−/−^* and *Lin37^−/−^/Rb^−/−^* cell clones could be isolated with both approaches (Figure 9A). We investigated independent single and double knockout cell lines as well as wild-type clones that had gone through the CRISPR/Cas9 procedure to avoid clonal bias for subsequent experiments. Similar to Lin37 knockouts, Rb single knockout cells proliferated normally. In contrast, proliferating double-negative cells exhibited a significant decrease of cells in G_1_ accompanied by an increase of S and G_2_/M populations (Figure 9B), suggesting a reduced length of the G_1_ phase. Using both serum deprivation and density growth inhibition, we found that cells depleted of either Lin37 or Rb arrested in G_0_. In contrast, Lin37/Rb double knockout (DKO) cells displayed a highly significant decrease of G_0_/G_1_ cells and an increase of S and G_2_/M phase cells indicative for the loss of the restriction point (Figure 9B). Furthermore, we measured expression of G_1_/S and G_2_/M cell cycle genes in these cell lines (Figure 9C). Loss of Lin37 led to a significant up-regulation of gene expression in density-arrested and serum-starved cells. A less pronounced de-repression was detected in Rb-negative cells. Cell cycle gene expression in *Lin37^−/−^/Rb^−/−^* cell clones, however, was most significantly up-regulated and generally unchanged between proliferating and density-arrested or serum-starved cells. Additionally, we performed time course experiments with wild-type, single, and double knockout cell lines after serum starvation and re-stimulation (Figure 9D). In all mutant cell lines, expression of the G_2_/M cell cycle gene *Bub1* and the G_1_/S cell cycle gene *Mcm5* was elevated during G_0_ and G_1_. Expression was almost at its maximum in DKO cells immediately after the serum deprivation period, and the Lin37^-/-^ and Rb^-/-^ single knockout lines exhibited an intermediate phenotype with a more pronounced de-repression in the *Lin37^−/−^* cells. These observations are consistent with the DNA content of the cells at the given time points, showing that *Lin37^−/−^/Rb^−/−^* cells largely lose their potential to respond to serum starvation and re-stimulation (Figure 9—source data 1). In contrast, wild-type and single knockout cells displayed a clear enrichment of 2 n cells after the serum starvation period followed by accumulation of S phase and G_2_/M cells upon re-stimulation. Thus, combined ablation of both Lin37 and Rb impaires cell cycle arrest following growth-inhibiting conditions.

**Figure 9.**
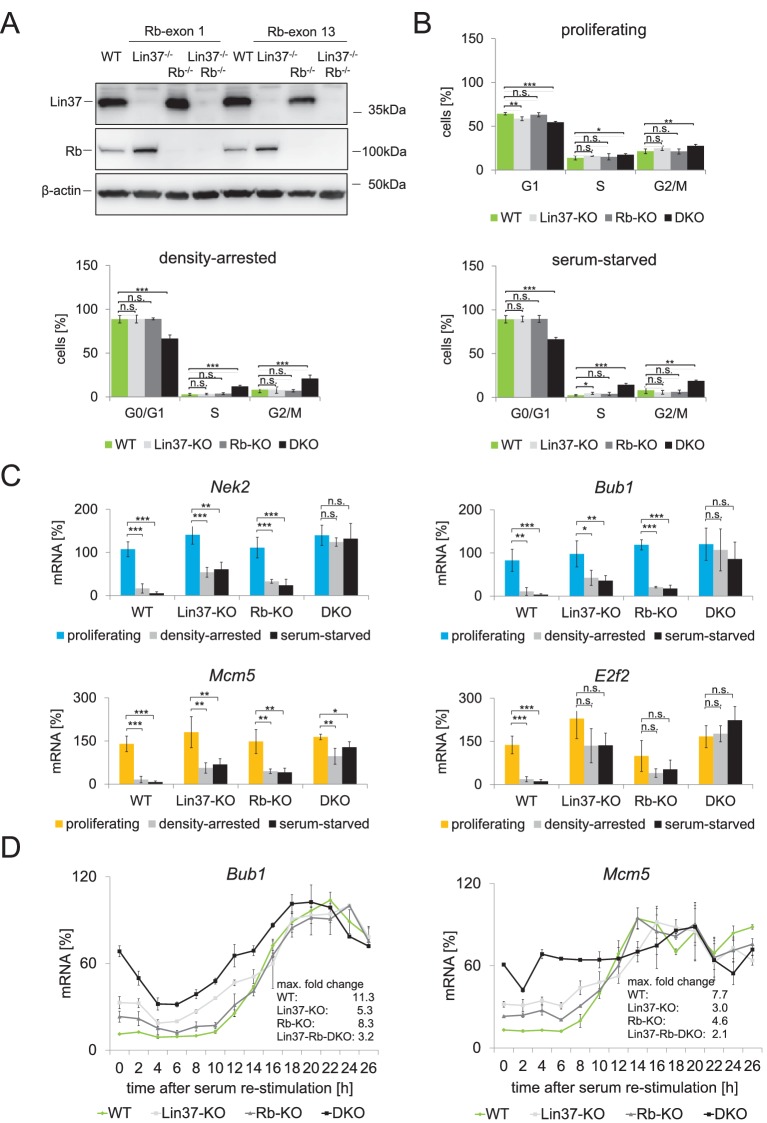
Combined ablation of Lin37 and Rb leads to loss of cell cycle control. (**A**) Mutations in the *Rb1* gene of NIH3T3 wild-type and *Lin37^−/−^* cells were introduced by CRISPR/Cas9 nickase by targeting exon 1 or exon 13. Loss of Rb and Lin37 protein expression was confirmed by Western blot. One representative clone for each targeting approach is shown. (**B**) Cell cycle distribution of proliferating, density-arrested and serum-starved wild-type (WT), *Lin37^−/−^* (Lin37-KO), Rb^−/−^ (Rb-KO), and *Lin37^−/−^/Rb^−/−^* (Lin37-Rb-DKO) cell lines was analyzed by DNA-PI staining. Percentage of cells in G_0_/G_1_, S, and G_2_/M cell cycle phases and mean values ± SD of 4 independent cell lines each are given. Significances were calculated by the Students T-Test. (*p≤0.05, **p≤0.01, ***p≤0.001). (**C**) Expression of G_2_/M (*Nek2*, *Bub1*) and G_1_/S (*Mcm5*, *E2f2*) genes in the same cell lines was analyzed by qPCR. For each gene, mRNA levels were normalized to the expression of proliferating wild-type cells which were set to 100% and mean values ± SD are shown. (**D**) Wild-type (WT), *Lin37^−/−^* (Lin37-KO), *Rb^−/−^* (Rb-KO), and *Lin37^−/−^/Rb^−/−^* (DKO) cell lines were arrest by serum starvation in G_0_ and stimulated to re-enter the cell cycle. mRNA expression of late (*Bub1*) and early (*Mcm5*) cell cycle genes was measured by qPCR at given time points after serum re-stimulation. Mean values ± SD of one representative experiment with two technical replicates for each time point are shown. All data points for each gene were normalized to the maximum mRNA expression of the Lin37 wild-type cell line which was set to 100%. See Figure 9—source data 1 for cell cycle analysis. 10.7554/eLife.26876.014Figure 9—source data 1.Cell cycle analysis of synchronized wild-type (WT), *Lin37^−/−^, Rb^−/−^,* and *Lin37^−/−^/Rb^−/−^* NIH3T3 cells.To determine cell cycle distribution of serum-starved and re-stimulated cell populations, DNA was stained with PI and fluorescence was measured by flow cytometry. (**A**) Percentages of cells in G_0_/G_1_, S, and G_2_/M at specific time points after re-stimulation. (**B**) DNA content as analyzed with ModFit LT 5.0. One representative experiment is shown.

To test whether the observed de-regulation of cell cycle genes was specific to the loss of Rb or Rb/Lin37, we performed rescue experiments with the same cell lines used for the time course experiments shown in Figure 9D. In serum-starved Rb^−/−^ cells, *Cdc45* (maximum expression in G_1_/S) and *Ttk* (maximum expression in G_2_/M) wild-type promoters were de-repressed, even if the activity of the *Ttk* promoter was still 10-fold lower than the corresponding CHR promoter mutant (Figure 10A). This result is consistent with the observations that cell cycle-dependent expression of *Ttk* is regulated through a CHR site that binds DREAM but not Rb (Müller et al., 2016) and that loss of Rb leads to an activation of G_2_/M cell cycle genes even if it does not bind to their promoters (Figure 9). Repression of both promoters could be rescued by expression of wild-type Rb, but not by a mutant that is unable to bind E2f proteins (Rb del22). In Lin37/Rb double knockout cells, both promoters were completely de-repressed in quiescence (Figure 10B). Expression of Lin37 or Rb could only partially rescue repression with a more pronounced effect of Rb on the *Cdc45* promoter that binds DREAM and Rb and of Lin37 on the *Ttk* promoter that binds only DREAM. Combined expression of both proteins completely rescued promoter repression after serum deprivation.

**Figure 10.**
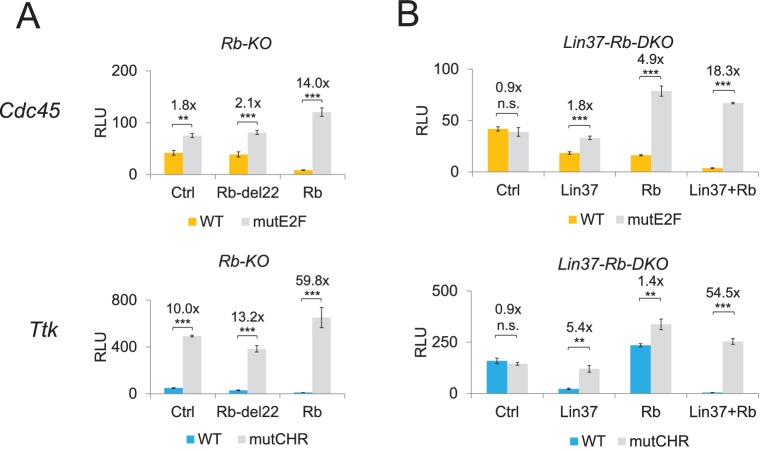
Expression of Lin37 and Rb rescues the phenotype of *Rb^−/−^* and *Lin37^−/−^*/Rb^−/−^ cells. Activities of wild-type (WT) and mutant (mutE2F, mutCHR) G_1_/S (*Cdc45*) and G_2_/M (*Ttk*) cell cycle gene promoters in serum-starved (**A**) Rb^−/−^ (Rb-KO) and (**B**) *Lin37^−/−^/Rb^−/−^* (Lin37-Rb-DKO) cells were analyzed by luciferase reporter assays upon co-transfection of plasmids expressing Rb, a Rb mutant with non-functional pocket domain (Rb-del22), Lin37, or of an empty vector (Ctrl). Mean values of relative luciferase light units (RLU) ± SD of three biological replicates are given. Significances were calculated by the Students T-Test (*p≤0.05, **p≤0.01, ***p≤0.001).

Taken together, our data suggest that both Lin37 and Rb are necessary for proper cell cycle gene regulation. Their combined loss leads to de-regulation of cell cycle genes and an inability of cells to respond with cell cycle arrest to growth-inhibiting conditions.

## Discussion

In our study, we analyze the function of Lin37 and show that it is an essential component of the DREAM repressor complex, but not of the transcriptional activators B-Myb-MuvB and Foxm1-MuvB. Knockout of Lin37 leads to a complete loss of DREAM function. However, the mechanism beyond the key function of Lin37 in transcriptional repression by DREAM is still unclear. The pocket proteins p130/p107 can recruit chromatin-modifying enzymes (Classon and Dyson, 2001) which may support a compact nucleosome structure leading to gene repression. Combined knockdown of both proteins leads to a loss of DREAM function (Litovchick et al., 2007). Thus, it was believed that p130 and p107 are the central DREAM-specific components mediating gene repression. However, our results provide evidence that p130/p107 cannot repress cell cycle genes when Lin37 is absent or unable to bind to DREAM, although they are still recruited to target gene promoters (Figure 7). Given that DREAM can assemble and bind to CHR or E2F sites in the absence of Lin37, it remains to be shown why Lin37 is essential for DREAM-mediated repression. Several models could provide possible explanations: First, Lin37 may recruit yet unknown proteins that are essential for repression by DREAM – most likely chromatin modifiers. Second, loss of Lin37 binding may render DREAM inactive because of conformational changes, which may prevent proper positioning of the complex or inhibit binding of proteins to DREAM without directly contacting Lin37. Third, loss of Lin37 could change post-translational modifications at other DREAM components, possibly p130/p107, that are necessary for function of the complex.

Given that knockdown of DREAM components led to only a moderate (Litovchick et al., 2007) or no (Schmit et al., 2007) de-repression of cell cycle gene expression in serum-starved cells, it was suggested that DREAM may act redundantly with other repressor complexes like NuRD to repress genes in quiescence. Furthermore, many experiments have shown that cell cycle gene repression and binding of DREAM coincide (Litovchick et al., 2007; Müller et al., 2014; Müller et al., 2016; Müller et al., 2012; Fischer et al., 2013; Fischer et al., 2014; Fischer et al., 2015; Quaas et al., 2012), but these experiments did not directly address the role of DREAM as a repressor. In contrast, the results presented here provide strong evidence that DREAM is an essential transcriptional repressor to induce quiescence. In serum-starved and density-arrested *Lin37^−/−^* cells, expression of cell cycle genes is highly up-regulated. This de-repression is not limited to G_2_/M cell cycle genes that are bound by DREAM through CHR promoter elements, but includes also G_1_/S cell cycle genes containing E2F binding sites, which also recruit repressing E2f/Rb complexes. Hence, in quiescent cells, loss of DREAM function cannot be compensated by E2f/Rb or by chromatin-modifying complexes. Importantly, promoters become activated in Lin37 knockout cells to a degree that is comparable with mutated promoters containing non-functional CHR sites (Figures 4 and 10). Thus, it is unlikely that other proteins binding to CHR sites independent of DREAM contribute to repression. We conclude that DREAM is an essential repressor complex that shuts down expression of both G_1_/S and G_2_/M cell cycle genes during quiescence.

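The paper's Supplementary file 2 marks 194 up-regulated genes as cell cycle genes, of which 193 were matched to the deposited values and 189 were tested. Of these, 137 were higher in KO than in rescue cells over both clones (limma, Benjamini-Hochberg adjusted *p* under 0.05), 136 with the replicate number as a block, and 182 were higher in each of the 4 pairs. Their median log2 change was 0.96, and the median per pair was 0.99 ± 0.14 (SD, n = 4 pairs). In the exon 6 clone alone, 119 were called, 99 with the block. In the exon 4 clone alone, 0 genes were called higher, with or without the block, and 125 of 180 tested were higher at an unadjusted *p* under 0.05.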

We observed an up-regulation of more than 300 cell cycle genes in *Lin37^−/−^* cells under serum starvation conditions (Figure 6), but these cells largely kept their potential to arrest in response to growth inhibiting factors (Figures 3 and 9, Figure 9—source data 1). This phenotype corresponds to that observed in *p107^−/−^/p130^−/−^* (Hurford et al., 1997; Dannenberg et al., 2000; Classon et al., 2000) and *E2f4^−/−^/E2f5^−/−^* (Gaubatz et al., 2000) cells. Given that the loss of all three pocket proteins resulted in an inability of cells to arrest in response to growth-limiting signals (Dannenberg et al., 2000; Sage et al., 2000), we asked whether a combined knockout of Lin37 and Rb would mirror this phenotype. Indeed, we found that *Lin37^−/−^/Rb^−/−^* cells exhibit massive defects in cell cycle gene expression and do not arrest in response to serum starvation or contact inhibition (Figures 9 and 10, Figure 9—source data 1). These results indicate that either DREAM or E2f/Rb is sufficient to induce G_0_/G_1_ arrest, even if many cell cycle genes are de-repressed when only one of both complexes is disturbed. In general, our data in combination with earlier findings suggest that Rb and p130/p107 may regulate gene expression through different mechanisms. While Rb can recruit a large variety of chromatin-modifying enzymes through its LxCxE binding cleft, this domain in p130/p107 is essential for DREAM formation and binds to Lin52 (Guiley et al., 2015) making it inaccessible for other proteins. Furthermore, binding of Rb to E2f/Dp complexes is sufficient for repressing target genes, while p130/p107 function depends also on MuvB proteins.

The strong activation of cell cycle gene expression in serum-starved *Lin37^−/−^* cells as well as the inability of cells to enter quiescence when both Lin37 and Rb are depleted (Figure 9, Figure 9—source data 1) indicate that Lin37 may be a tumor suppressor. Furthermore, expression of the transcriptional activators *E2f1*, *E2f*2, *Mybl2/B-myb*, and *Foxm1* is up-regulated in *Lin37^−/−^* cells (Figure 6). These genes are highly expressed in many cancer types which generally predicts poor patient prognosis (Gentles et al., 2015). Moreover, viral proteins like HPV E7 and SV40 large T antigen support transformation of cells and cancer development (McLaughlin-Drubin and Münger, 2009) and disrupt DREAM (Fischer et al., 2017; Nor Rashid et al., 2011; Pang et al., 2014) as well as E2f/Rb complexes (Dyson et al., 1989). In contrast to Rb, mutations of p130 or p107 are only rarely found in cancer (Cinti et al., 2000; Helin et al., 1997; Claudio et al., 2000). 

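E2f1, on chromosome 2 of GRCm38 from 154559407 to 154569892, was 1.05 ± 0.328 RPKM in rescue and 3.13 ± 0.785 RPKM in KO cells (SD, n = 4 each). Its log2 change was 1.23 (standard error 0.20, adjusted *p* = 0.0158 from limma with Benjamini-Hochberg adjustment, 0.00128 with the replicate number as a block). E2f1 was higher in all 4 pairs. It did not pass without a minimum level, with an adjusted *p* of 0.111 from the same test. With a replicate left out, its adjusted *p* reached up to 0.0711 (limma, Benjamini-Hochberg adjustment). E2f2, on chromosome 4 from 136172394 to 136196057, was 0.0324 ± 0.0422 RPKM in rescue and 0.182 ± 0.0645 RPKM in KO cells. Its log2 change was 0.36 (standard error 0.12) and did not pass, with an adjusted *p* of 0.347 from the same test and 0.196 with the block, although it was higher in all 4 pairs. With the RPKM as deposited, the log2 change of E2f2 was 0.63 and its adjusted *p* was 0.0189 (limma, Benjamini-Hochberg adjustment), and the median of all genes was 0.64 under that setting.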

Similar to p130 and p107, to the best of our knowledge, a significant enrichment of tumor-derived mutations inactivating Lin37 function has not been identified, even if several amplification, deletion, and mutation events could be detected in some cancer studies (www.cbioportal.org; http://cancer.sanger.ac.uk). Furthermore, we checked several gene expression databases to investigate whether Lin37 protein expression is altered in cancer tissues (http://www.cbioportal.org; http://www.proteinatlas.org; http://medical-genome.kribb.re.kr/GENT; https://omictools.com/gene-expression-database-of-normal-and-tumor-tissues-tool). However, we could not deduce a general trend in Lin37 expression from these data. While some cancer tissues show reduced Lin37 levels compared to normal tissue (e.g. testis, ovary), others show no significant alteration (e.g. skin, lung) or even an upregulated Lin37 expression (e.g. breast, pancreas). In order to investigate whether a reduced Lin37 expression contributes to cancer formation in specific tissues, additional studies such as experiments in a Lin37 knockout mouse model have to be conducted. However, p130 and p107 have been shown to exhibit tumor suppressive functions in Rb null mouse models when loss of p130 and p107 can support tumor development (Wirt and Sage, 2010). Considering that p130/p107 and Lin37 are connected through their function in transcriptional repression, Lin37 may be inactivated only in specific types of cancer or be alternatively mutated to p130 or p107.

Taken together, our data reveal that Lin37 is essential for cell cycle gene repression in cellular quiescence and that a combined loss of Lin37 and Rb impairs cell cycle arrest in response to growth-limiting signals. This indicates a role of Lin37 in cell transformation and cancer development.

## Materials and methods

### Cell culture and drug treatment, MTT assay

NIH3T3 (RRID:CVCL_0594) and C2C12 (RRID:CVCL_0188) cells from DSMZ (Braunschweig, Germany), as well as HCT116 (RRID:CVCL_0291) cells (Bunz et al., 1998) were cultivated in DMEM supplemented with 10% FCS. Penicillin/Streptomycin (Sigma-Aldrich) was added to the growth media of NIH3T3 and HCT116 cells. Cells were tested negative for mycoplasma contamination by PCR with a mixture of primers that have been described earlier (Uphoff and Drexler, 2002), and identity of the parental cell lines was confirmed by STR profiling (Creative Bioarray). Cells containing pRTS episomal plasmids were selected with Hygromycin B (Sigma-Aldrich) at a concentration of 200 µg/ml. Expression of wild-type Lin37, the CD1+2 MuvB binding mutant, or luciferase together with GFP was induced by adding doxycycline (Sigma-Aldrich) at a concentration of 500 ng/ml. Induced cells expressing GFP were isolated by flow cytometry sorting. Cells were synchronized in G_0_ by serum starvation (0% FCS) for 60–72 hr or by density-arrest for 5 days after reaching confluency. For cell cycle analyses, NIH3T3 cells were stimulated to re-enter the cell cycle with 20% FCS after the serum deprivation phase. For MTT assays, 2000 cells each were plated in 12 well plates. Starting 24 hr after plating (day1), MTT reagent (Sigma-Aldrich) was added at a final concentration of 0.5 µg/ml and cells were incubated for additional 3 hr before media was removed and formazan crystals were dissolved by adding 1 ml of DMSO. Absorbance was measured at 595 nm. Experiments were performed in triplicates every 24 hr for 6 days.

### Plasmids

The coding region of mouse Lin37 (741bp, NCBI Reference Sequence: NM_029377.2) was amplified from genomic cDNA extracted from NIH3T3 cells by standard PCR and was cloned either in pEGFP-N3 (Clontech), pcDNA3.1(+)FlagN, or pRTS-1 (Bornkamm et al., 2005). Site directed mutagenesis (NLS, CD1, CD2, CD1+2) was performed following the QuikChange protocol (Stratagene). Luciferase reporter plasmids containing promoters of *Cdc45*, *Orc1*, *Ttk*, and *Ccnb2* (Müller et al., 2016; Müller et al., 2012) and expression plasmids for Rb and Rb-del22 (Qin et al., 1992) were described earlier. For CRISPR/Cas9 mediated mutagenesis, the plasmid pX335-U6-Chimeric_BB-CBh-hSpCas9n(D10A) (Ran et al., 2013a; Ran et al., 2013b) (Addgene plasmid #42335) was applied. Sequences of all oligonucleotides are provided in Supplementary file 1.

### Generation of Lin37^−/−^, Rb^−/−^, and Lin37^−/−^Rb^−/−^ cell lines by CRISPR/Cas9 nickase

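*Lin37* lies on chromosome 7 of GRCm38 on the minus strand, and the transcript used here has 9 exons and 998 nucleotides. Exon 4 spans 30557265 to 30557294 and has 30 nucleotides. Exon 6 spans 30556858 to 30557024 and has 167 nucleotides. Of the guides listed in Supplementary file 1, GCTGCCACAGGCAAAAGGTA for exon 4 matches the transcript's strand over 17 bases at the 3′ end of exon 4, from 30557265 to 30557281, and its last 3 bases lie outside the exon. AATCCCTGCAGGGAGAGACA, also listed for exon 4, has no match of at least 8 bases in the exon. For exon 6, CTTGATCACATACGTATCTG matches the opposite strand over 17 bases from 30557008 to 30557024, at the 5′ end of the exon. CATACGTATCTGGGGTGGTA matches the opposite strand over 9 bases from 30557016 to 30557024, and its other 11 bases lie outside the exon. The parts of the guides outside the exons were not placed on the genome, since only transcript sequences were used here.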

To reduce off-target effects, a CRISPR/Cas9 nickase system (Ran et al., 2013a; Ran et al., 2013b) was used for insertion of InDels at the boundaries of intron3/exon4 and intron5/exon6 of the Lin37 gene as well as exon1/intron1 and exon13/intron13 of the Rb1 gene. Guide RNAs were designed with a CRISPR design tool (http://crispr.mit.edu). Oligonucleotides with gRNA sequences were cloned into pX335-U6-Chimeric_BB-CBh-hSpCas9n(D10A) following a protocol published earlier (Ran et al., 2013b). Sequences of the oligonucleotides are provided in Supplementary file 1. For all CRISPR-Cas9 mediated genome-editing experiments, cells were transfected with 20 µl GeneJuice (EMD Millipore) in 10 cm plates using 4 µg of each px336-sgRNA-plasmid and 1 µg of pMACSk.kII (Miltenyi Biotec). Transfected cell were isolated 48 hr later with the MACSelect Kk – Transfected Cell Selection Kit (Miltenyi Biotec), diluted to 2 cells / 100 µl and plated into 96-well plates at 2 cells per well in conditioned media. Single cell clones were tested by Western blot for expression of Lin37 or Rb. Lin37 knockout NIH3T3 lines used for rescue experiments (Lin37-exon 6: clone 632–2, and Lin37-exon 4: 411–27) were genotyped using PCR, pGEM-T cloning and Sanger sequencing. *Lin37^−/−^Rb^−/−^* were created by inserting additional InDels in the *Lin37^−/−^* clone 632–2. To avoid clonal bias, several knockout cell lines each were analyzed and compared to wild-type clones treated with identical techniques.

### Co-Immunoprecipitations

Lin37 variants (wild-type, NLS, CD1, CD2, CD1+2) with C-terminal EGFP tags or N-terminal FLAG tags were purified from whole cell extracts of transfected HCT116 cells (EGFP constructs) or NIH3T3 cells (FLAG constructs) prepared with IP lysis buffer (Matsushime et al., 1994) using the µMACS GFP or DYKDDDDK Isolation Kits (Miltenyi Biotec) following manufacturer's instructions.

### DNA affinity purifications

DREAM components were purified from nuclear extracts of density arrested NIH3T3 *Lin37^+/+^* or *Lin37^−/−^* cells with DNA probes as described earlier and detected by Western blot (Müller et al., 2012).

### SDS-PAGE and western blot

SDS-PAGE and western blot were performed following standard protocols as described earlier (Kirschner et al., 2008). The following antibodies were applied for protein detection: E2F4 (C-20) (RRID:AB_2097106), p130 (C-20) (RRID:AB_632093), RB (C-2) (RRID:AB_2177334) (Santa Cruz Biotechnology), LIN54 A303-799A (RRID:AB_11218173, Bethyl Laboratories), LIN9 ab62329 (RRID:AB_1269309, Abcam), DP1 Ab-6 (RRID:AB_10985369, Thermo Scientific), GFP-HRP (RRID:AB_247003, Miltenyi Biotec) and FLAG-HRP (RRID:AB_2687602, Miltenyi Biotec), β-actin A5441 (RRID:AB_476744, Sigma-Aldrich), RBBP4 A301-206A (RRID:AB_890631, Bethyl Laboratories), LIN37-T3 (custom-made at Pineda Antikörper-Service, Berlin, Germany) (Müller et al., 2016). The monoclonal B-Myb LX015.1 antibody (hybridoma media 1:5) was a kind gift from Roger Watson (Tavner et al., 2007).

### Chromatin immunoprecipitation (ChIP)

ChIPs and quantification of promoter fragments by semi-quantitative RT-PCR were performed as described (Müller et al., 2014; Müller et al., 2012). Sequences of primers are provided in Supplementary file 1. The following antibodies were applied: E2F4 (C-20) (RRID:AB_2097106), p130 (C-20) (RRID:AB_632093), LIN54 A303-799A (RRID:AB_11218173, Bethyl Laboratories), LIN37-T1 (custom-made at Pineda Antikörper-Service, Berlin, Germany).

### Semi-quantitative real-time PCR

Total RNA was isolated with TRIzol Reagent (Thermo Fisher Scientific) following the manufacturer's protocol. One-step reverse transcription and quantitative real-time PCR were performed with an ABI 7300 Real-Time PCR System (Applied Biosystems) using the QuantiTect SYBRGreen PCR Kit (Qiagen). For analysis of promoter fragments isolated by ChIP, the reverse transcription step was omitted. See Supplementary file 1 for primer sequences.

### Next generation sequencing and transcriptome analysis

RNA from serum-starved NIH3T3 cells was extracted with the RNeasy kit (Qiagen). 100 ng of total RNA were fragmented by adding fragmentation buffer (200 mM Tris acetate, pH 8.2, 500 mM potassium acetate and 150 mM magnesium acetate) and heating at 94°C for 3 min followed by ethanol precipitation with ammonium acetate and GlycoBlue (Life Technologies) as carrier. Fragmented RNA was further processed using the Ovation Human FFPE RNA-Seq Library Systems (Nugen) according to the instructions of the manufacturer. The barcoded libraries were purified and quantified using the Library Quantification Kit - Illumina/Universal (KAPA Biosystems). A pool of up to 10 libraries was used for cluster generation at a concentration of 10 nM using an Illumina cBot. Sequencing of 2 × 100 bp was performed with an Illumina HiScanSQ sequencer at the sequencing core facility of the Faculty of Medicine (University Leipzig) using version three chemistry and flowcell according to the instructions of the manufacturer. RNA-seq data were deposited at the Gene Expression Omnibus (GEO) with the accession number GSE97716.

For all experiments, adapters were clipped using cutadapt 1.8.3 (RRID:SCR_011841) and mapping was performed against mm10 genome applying segemehl version 0-2-0 (RRID:SCR_005494) with split read mapping enabled (Hoffmann et al., 2009). Resulting bam files were annotated using rnacounter version 1-5-2 versus gencode.vM5 (https://github.com/jdelafon/rnacounter). Differential expression was computed using edgeR (RRID:SCR_012802) (Robinson et al., 2010), after having removed entries for GSAT_MM repeats. A 5% FDR cutoff was used to define sets of significantly differentially expressed genes. For a comparison with DREAM binding data and cell cycle data, mouse genes were mapped to its human homologues using biomart (RRID:SCR_002987) (Durinck et al., 2009). Generation of DREAM binding data and cell cycle data sets has been described before (Müller et al., 2014). Gene Ontology Analyses were performed with the Gene Ontology online tool (RRID:SCR_002811) (Gene Ontology Consortium, 2015; Ashburner et al., 2000).

### Luciferase assays

Promoter activities were analyzed by luciferase reporter assays with extracts of transfected serum-starved NIH3T3 or C2C12 cells as described before (Müller et al., 2012). For rescue experiments, *Lin37^-/-^*, *Rb^-/-^*, and *Lin37^-/-^/Rb^-/-^* NIH3T3 cells were plated in 12-well plates (25,000 cells per well) and transfected by GeneJuice (EMD Millipore) with 150 ng of promoter reporter plasmids along with 200 ng of constructs expressing wild-type or mutant (NSL, CD1, CD2, CD1+2) Lin37 and wild-type or mutant (Rb-del22) Rb, respectively.

### Detection of Lin37-EGFP fusion proteins

NIH3T3 cells were cultivated in 12-well plates on cover slides and transfected with 1.0 µl GeneJuice (EMD Millipore) and 300 ng plasmids expressing wild-type or mutant Lin37 fused to EGFP. Nuclei were stained for 10 min with Hoechst33342 and fluorescence was detected with Structured Illumination fluorescence microscopy, implemented by a Zeiss Apotom 2 (Carl Zeiss, Jena), a HXP120 fluorescence source, an Axiocam 506 mono digital camera, and the Zeiss Zen 2 Software.

### Flow cytometry and cell sorting

The DNA content of NIH3T3 cells was analyzed by staining with propidium iodide (PI) followed by flow cytometry as described earlier (Müller et al., 2012). Data was analyzed and figures were created with ModFit LT 5.0. Cells expressing GFP from pRTS episomes were isolated with a BD FACSAria II cell sorter.

### Cell volume measurement

Proliferating and confluent Lin37-KO cells (clone 632–2) were treated with doxycycline (500 ng/ml) to express wild-type Lin37, the CD1+2 MuvB binding mutant or luciferase together with GFP from pRTS episomes. Confluence was maintained over 48 hr. GFP-positive cells were isolated with a BD FACSAria II cell sorter prior to cell volume analysis. Cell volumes were assessed by Coulter counter analysis (Beckman-Coulter Z2 Particle Count and Size Analyzer). For each sample, three technical replicates with approximately 30,000 cells were examined.

### Protein alignment and alignment conservation scores

Lin37 protein sequences of nine deuterostomes were aligned with Clustal Omega (RRID:SCR_001591) (Sievers et al., 2011) and amino acid conservation scores were calculated using AL2CO (Pei and Grishin, 2001).

# Supplementary material for: The DREAM complex through its subunit Lin37 cooperates with Rb to initiate quiescence
**Source:** eLife. 2017 Sep 18;6:e26876. doi: 10.7554/eLife.26876

Figure 9-figure supplement 1

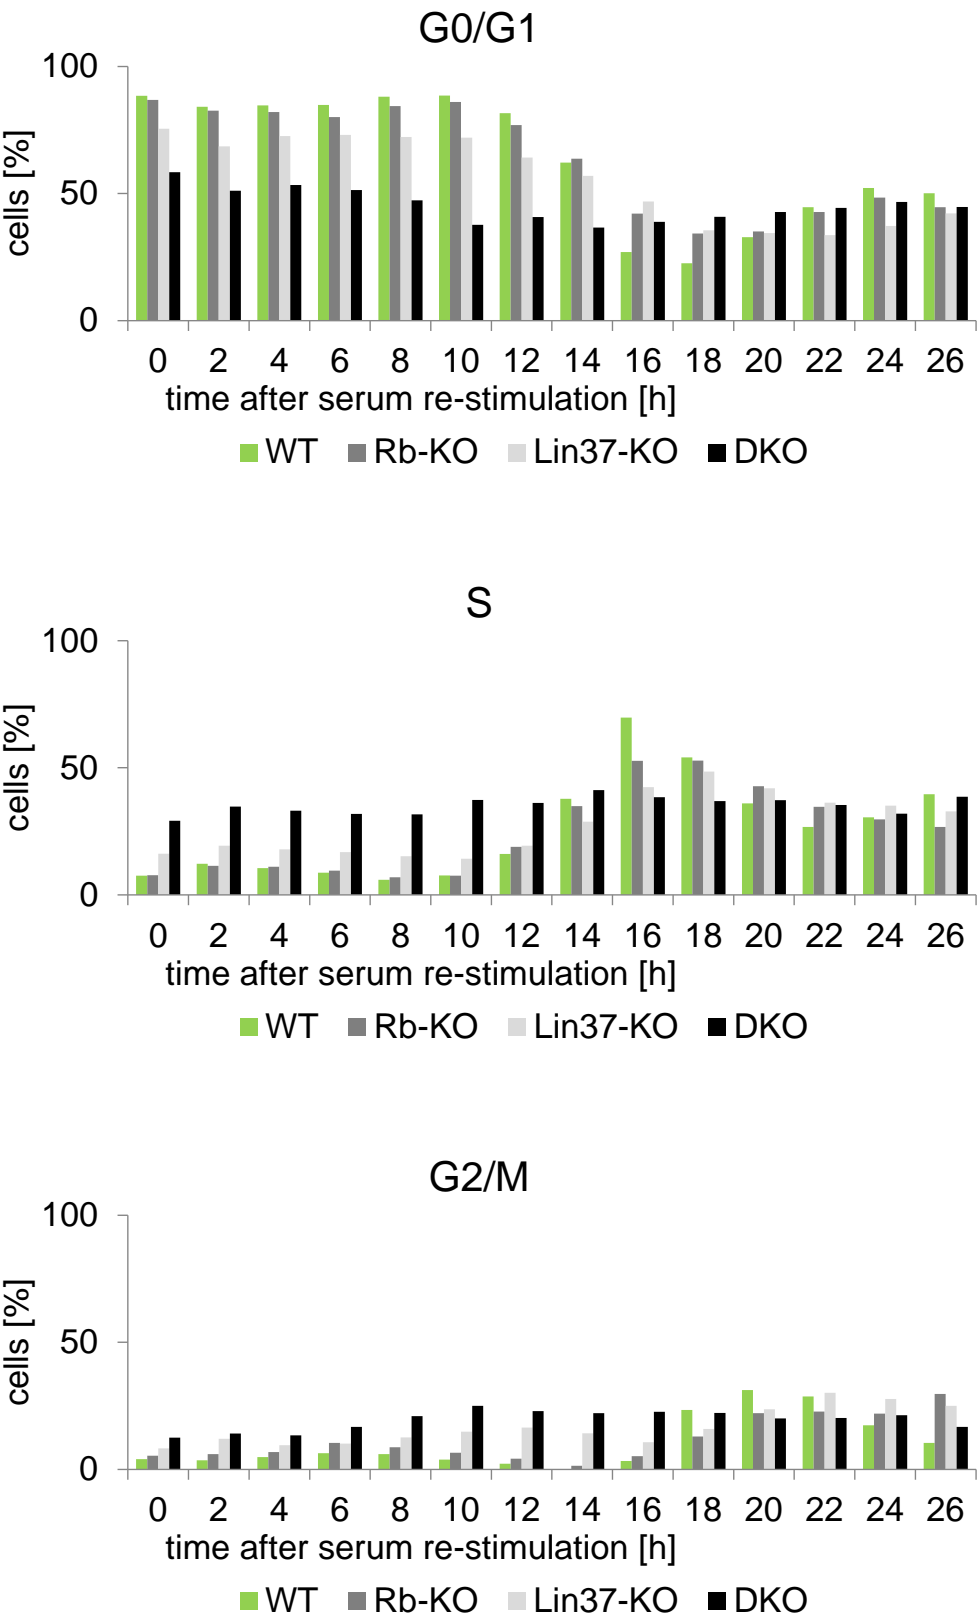

WT

Lin37<sup>-/-</sup>Rb<sup>-/-</sup>Lin37<sup>-/-</sup>/Rb<sup>-/-</sup>

0h

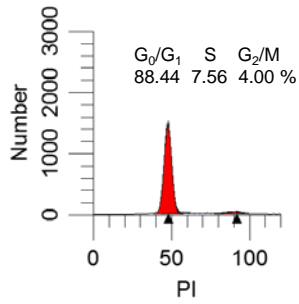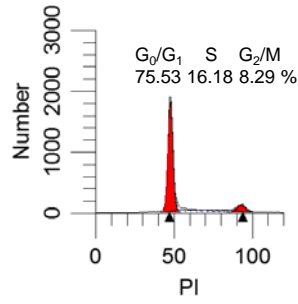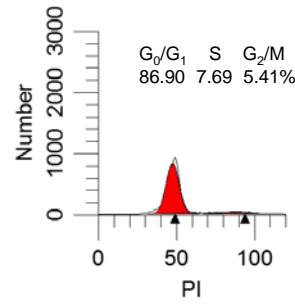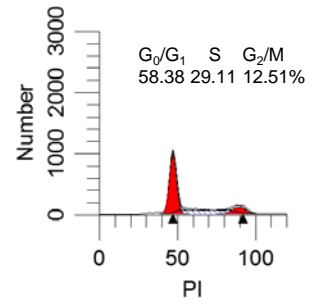

2h

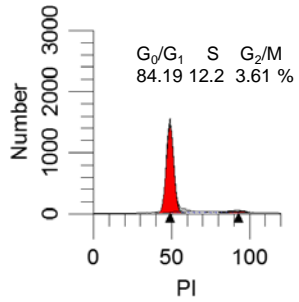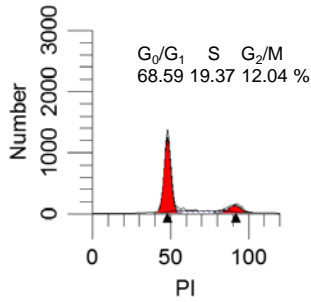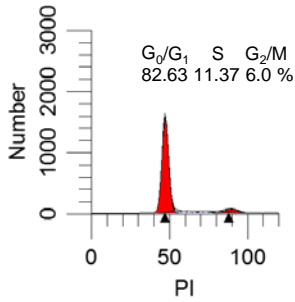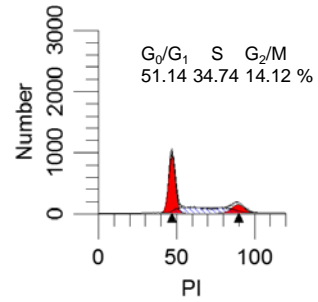

4h

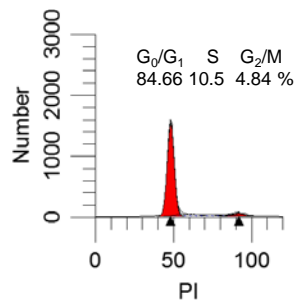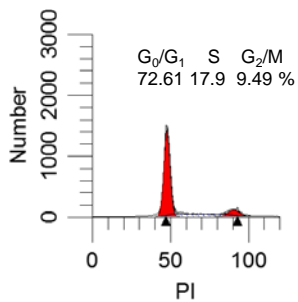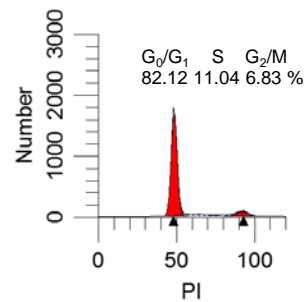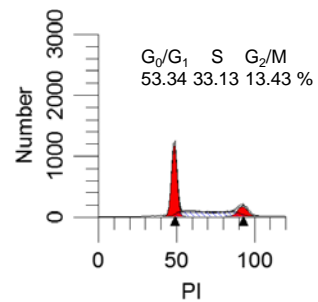

6h

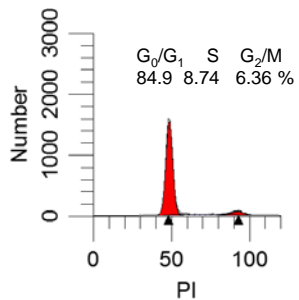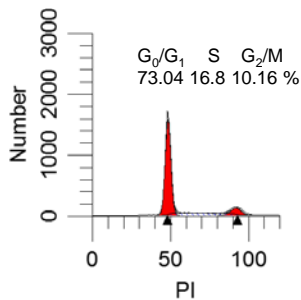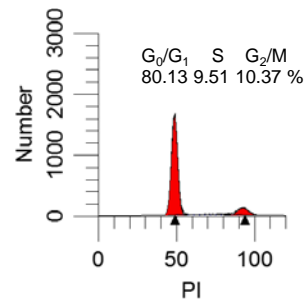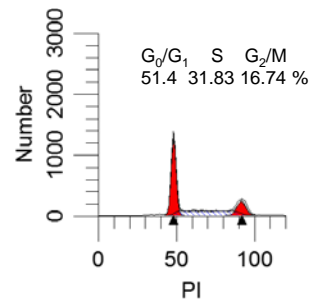

8h

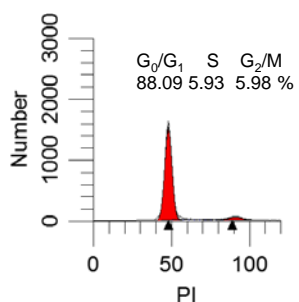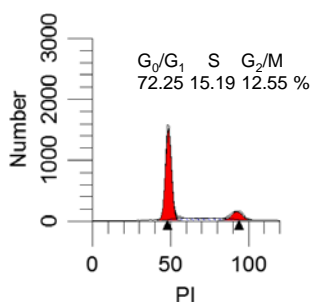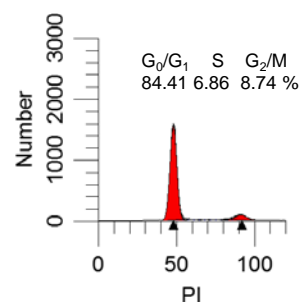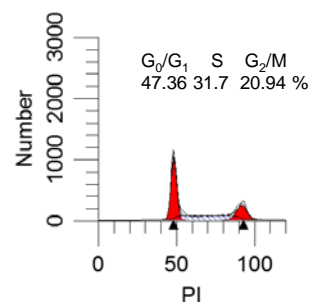

WT

Lin37<sup>-/-</sup>Rb<sup>-/-</sup>Lin37<sup>-/-</sup>/Rb<sup>-/-</sup>

10h

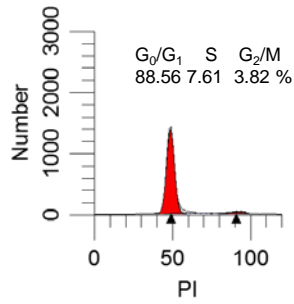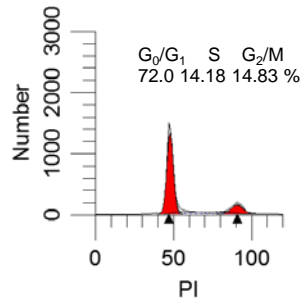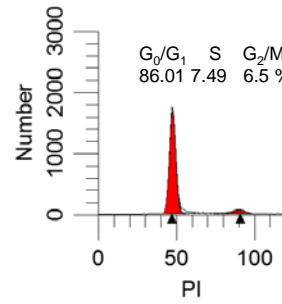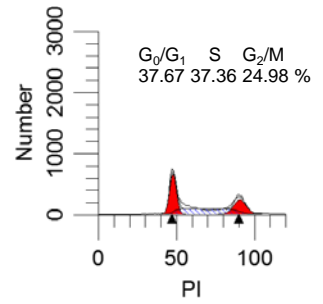

12h

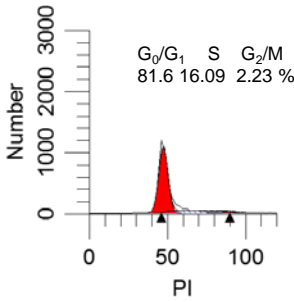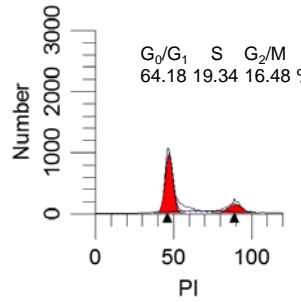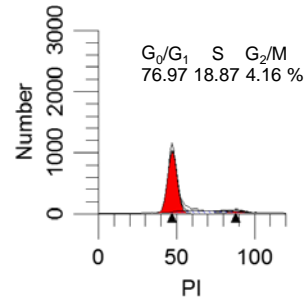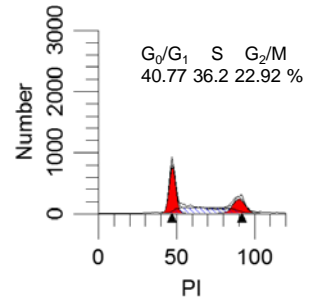

14h

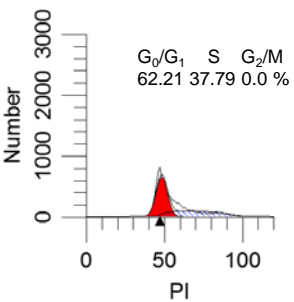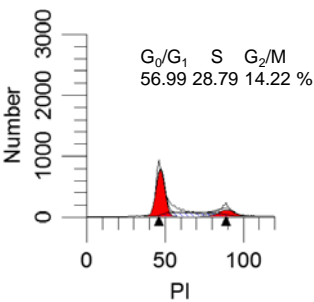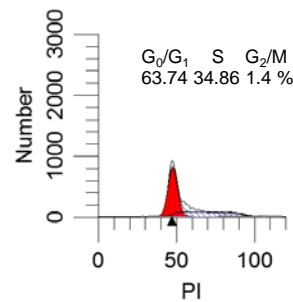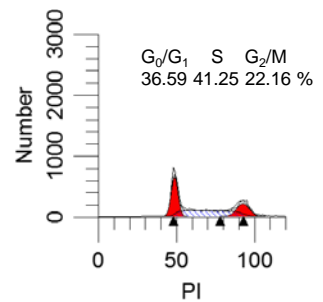

16h

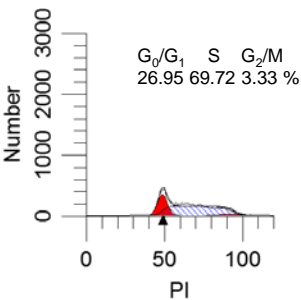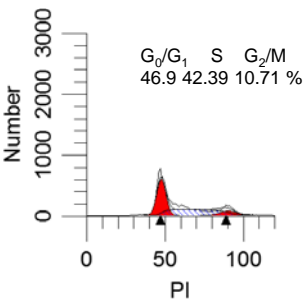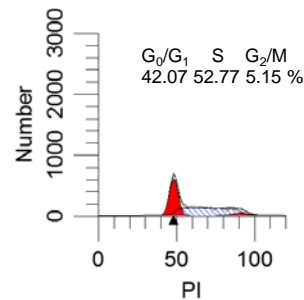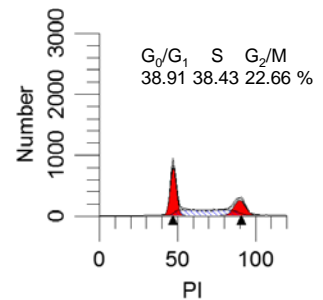

18h

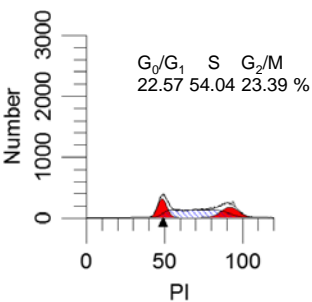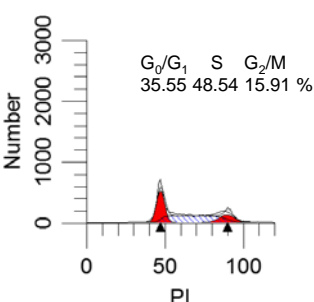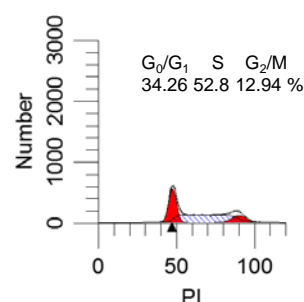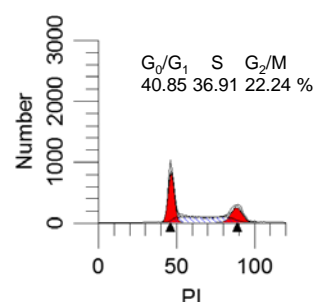

WT

Lin37<sup>-/-</sup>

Rb<sup>-/-</sup>

Lin37<sup>-/-</sup>/Rb<sup>-/-</sup>

20h

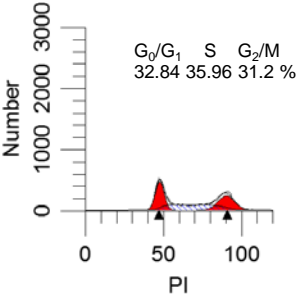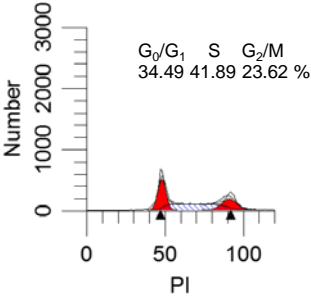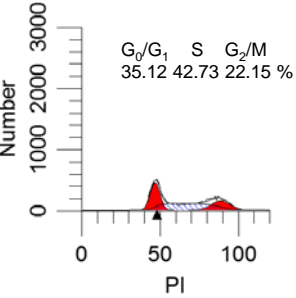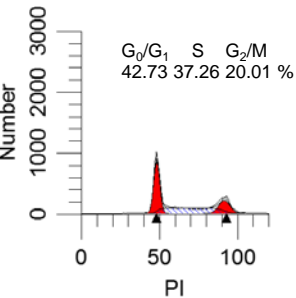

22h

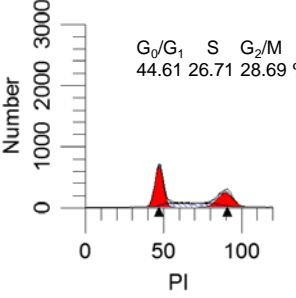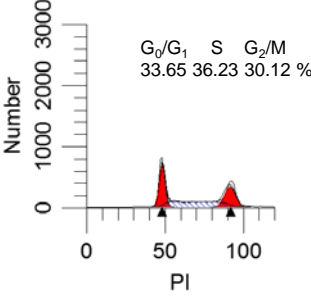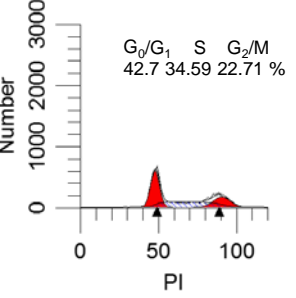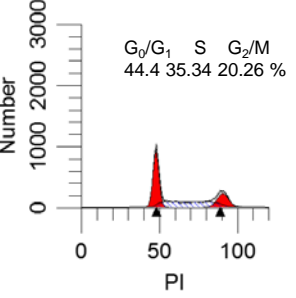

24h

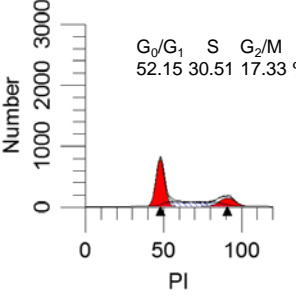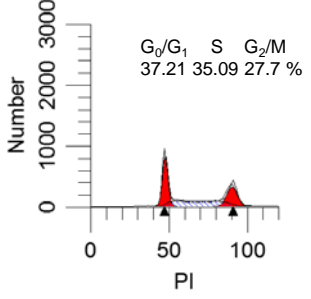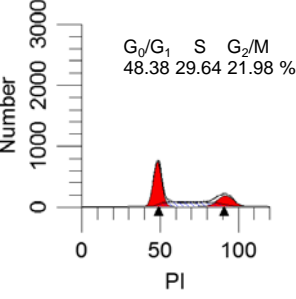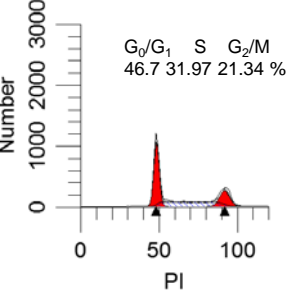

26h

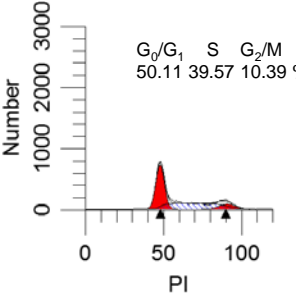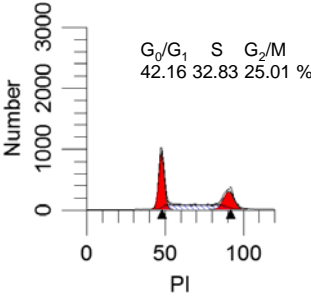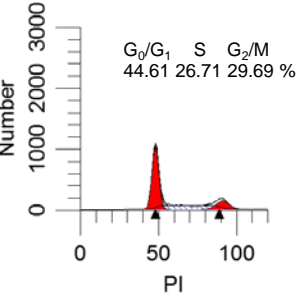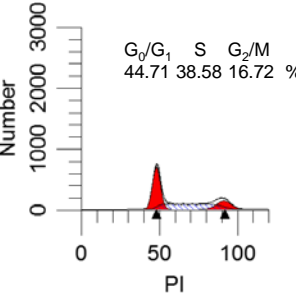

**Supplement:** Figure 9—source data 1. — To determine cell cycle distribution of serum-starved and re-stimulated cell populations, DNA was stained with PI and fluorescence was measured by flow cytometry. (A) Percentages of cells in G0/G1, S, and G2/M at specific time points after re-stimulation. (B) DNA content as analyzed with ModFit LT 5.0. One representative experiment is shown.

How the deposited data were processed for this re-analysis (not part of the article)

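RNA was sequenced from serum-starved NIH3T3 cells of 2 *Lin37* knockout clones, with InDels at exon 4 or at exon 6, that carried an episome expressing luciferase (KO) or wild-type Lin37 (rescue). Of the 10 libraries, 4 were of the exon 4 clone and 6 of the exon 6 clone. The condition, clone and replicate of each library were taken from the sample labels and the paper's methods. The paper gives one technical and 2 biological replicates and its text does not name the clone, so both clones were analysed together and each was also analysed alone. Those replicates match the labels of the exon 6 clone, the only clone with a technical replicate. Whether the exon 4 libraries entered the paper's test is not stated.

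The authors clipped adapters with cutadapt 1.8.3, mapped the reads to mm10 with segemehl 0-2-0 with split reads allowed, and counted reads per gene with rnacounter 1-5-2 against GENCODE vM5. They deposited RPKM values, each library in a column of its own, and all columns were matched to a sample. Which reads the library total behind these RPKM counts is not stated in the paper. For their own test, the authors removed GSAT_MM repeat entries and used edgeR with a false discovery rate of 5%. The deposited values hold no counts, so that test was not repeated. Multiplying by gene lengths does not give whole reads for most low values, and the depth of each library is therefore an estimate and no counting error is given for single values.

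From the deposited values, gene names, types and positions were taken from the GENCODE M21 annotation of GRCm38, in which 44585 of the 45232 gene identifiers were found. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and R 4.3.3 with limma 3.58.1 were used. Each library was divided by its median ratio to the geometric mean over genes with a mean of at least 1 RPKM and a value above 0 in every library. For a clone analysed alone, these factors were computed from that clone's libraries only. The technical replicates of the exon 6 clone were averaged. Genes with a mean of at least 0.1 RPKM over the replicates of a comparison were tested on log2(RPKM + 0.5) with limma (lmFit, and eBayes with a trend), with clone as a covariate over both clones. The *p*-values were adjusted by the Benjamini-Hochberg method, and an adjusted *p* under 0.05 was called. The difference between the clones was tested by the interaction of clone and genotype. Exact permutation tests were used for correlations over 8 libraries or replicates, and 100000 permutations for 10 libraries.

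The KO and rescue replicates of a clone share replicate numbers in the sample labels, which is where the pairing comes from; the labels do not say whether same-numbered cultures were grown together. Every comparison was therefore also fitted with the clone and replicate number as a block. Gene groups came from the paper's Supplementary file 2. A gene was taken as DREAM-bound where E2F4, LIN54 and p130 are all marked, as G_2_/M where the peak is given as G_2_, G_2_/M or M/G_1_, and as G_1_/S where it is given as G_1_/S or S phase. Medians over genes are descriptions, since genes are not independent replicates.

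The designs of the comparisons, the alternatives and the rule for named genes were fixed before the data were examined. Tests and alternatives chosen later are named as such where they are given. Named with values were the genes that the paper's text names for this experiment, the other MuvB, DREAM and pocket-protein genes, the genes measured or used as reporters elsewhere in the paper, the genes of Figure 6B, and the 5 genes with the largest change in each direction among those called and changed the same way in all 4 pairs. The gene lists for replication and segregation, and the genes named among those outside the paper's lists, were chosen later.

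The procedure was tested on simulated data made from the genes' own mean levels, with the same spread on the log2 scale for every gene and with 200 genes of at least 1 RPKM changed. The spread of the real genes is not uniform, and genes under 1 RPKM were not among the changed ones, so the recovery of such genes was not tested. Over both clones it recovered 100 of 100 genes with a log2 change of 2 and 96 of 100 with a log2 change of 1, with 5 false calls among 17010 genes tested, and all recovered genes had the right direction. With no gene changed, it called 0 of 16988 genes. For the exon 6 clone alone it recovered 163 of the 200 genes, with 8 false calls.

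The alternatives were a pseudocount of 0.1 or 1, no minimum level or a minimum of 1 RPKM, the RPKM as deposited, quantile normalization, technical replicates as separate libraries, no clone covariate, the replicate block, limma without the trend, and leaving out each replicate in turn. GSAT_MM entries, the GO enrichment and the reads themselves were not analysed here. Reads shared between genes, or between overlapping genes, could not be reassigned from the deposited values.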

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

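The tests of shared sequence and the subtraction of the receptor level were chosen only after the genes outside the paper's lists had been seen.

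In 5 of 64 groups of 4 replicates, a single replicate lay far from the other 3, where 3.2 such groups are expected by chance. Rescaled *Lin37* was 0.417 RPKM in exon 6 KO replicate 1 and 0.274 to 0.285 RPKM in the other KO replicates. Foxm1 was 0.450 RPKM in exon 4 rescue replicate 2 and 0.499 to 0.507 RPKM in the other rescue replicates, and E2f1 was 0.558 RPKM in the same replicate and 1.20 to 1.24 RPKM in the others. Rad54l was 0.287 RPKM in exon 4 KO replicate 2 and 0.595 to 0.640 RPKM in the other KO replicates. Bub1b was 1.90 RPKM in exon 6 KO replicate 1 and 2.66 to 2.80 RPKM in the others. Without the replicate in question, the log2 changes were -2.22 for *Lin37*, 2.05 for Foxm1, 1.07 for E2f1, 0.88 for Rad54l and 2.22 for Bub1b, and each of the 5 still passed in limma with Benjamini-Hochberg adjustment. Foxm1, E2f1 and Rad54l were flagged in replicates numbered 2 of the exon 4 clone, and *Lin37* and Bub1b in exon 6 KO replicate 1. No technical cause was tested for single replicates. No biological explanation was tested either, since only the clone, the group and the replicate number set these replicates apart.

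Outside the paper's list of up-regulated genes, 38 genes were higher in KO cells, each in all 4 pairs. Of these, 24 are protein-coding and 12 are pseudogenes. Plk4 had a log2 change of 1.12 (adjusted *p* = 0.00781), Mcm2 of 0.86 (adjusted *p* = 0.00825) and Cdkn3 of 0.75 (adjusted *p* = 0.0151) in limma with Benjamini-Hochberg adjustment, and these 3 were picked after their values were seen. Reads shared with a gene of the paper's list were weighed as a source. Of the 38 genes, 6 shared at least 5% of their 31-base stretches with a listed gene, which leaves most of them without a listed source. All 12 pseudogenes shared at least 5% with a coding gene, on the list or off it. Off the list, Gm16550 shared 99.0% with Dnajc9, Gm10074 74.9% with Lsm5 and Pcna-ps2 75.2% with Pcna. Dnajc9 and Lsm5 are themselves among the 38. Shared reads are therefore not ruled out for the pseudogenes. When the 8 replicates were split in other ways that part the same 4 pairs, 1 of the 8 splits, the real one, gave as many genes as the 271 higher ones, and the others gave 0. With 8 splits, the share cannot fall below 0.05. Among all 34 splits that could be fitted, which include splits that part fewer pairs, the real one was also the only 1 with any called gene. That the Lin37 complex represses these genes too is a hypothesis, which was not tested further.

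Outside the paper's list of down-regulated genes, 11 genes were lower in KO cells, each in all 4 pairs. Snord100 and Gm13339 had the largest falls, and Nenf, Pkd2, Fam69a, Asl, Rab8b and Slc1a3 were the protein-coding genes among them, named after their values were seen. Of the 14 lower genes in all, 1 of the 8 splits of the samples, the real one, gave as many, and the others gave 0. The same limit of 8 splits holds. With the replicate block, 9 of these 14 genes passed, and 250 of the 271 higher ones. With the level of olfactory and vomeronasal receptor genes subtracted, as a measure of genomic DNA, 12 of the 14 passed. Of the 11 genes, 4 shared at least 5% of their 31-base stretches with a protein-coding gene. For Snord100 and Mir3057 these were 100% of the stretches, shared with Rps12 and Apba3, for Gm13339 28.3%, shared with mt-Nd2, and for Gm25541 9.38%, shared with C5ar2, which was not tested. The log2 changes of Rps12, Apba3 and mt-Nd2 were -0.33, -0.08 and -0.38, none of them called, so a fall of these transcripts of the same size was not seen, and reads were not analysed here to tell the genes apart.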

How the results depend on the processing

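Factors over every gene above 0, and the subtraction of the level of olfactory and vomeronasal receptor genes, were added as alternatives after seeing the data, as was the log2 ratio of the group means without a pseudocount, which has no test. No other test in this part was chosen after its result was seen. Keeping the GSAT_MM entries was planned and not run. Leaving out a replicate of a single clone leaves 1 sample in a group, so this gave log2 changes but no test.

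Over both clones, the 271 higher genes numbered 268 to 297 with another pseudocount, quantile normalization, the replicate block or no trend, 226 without the clone covariate and 360 with technical replicates as separate libraries. With the added settings they numbered 314 with factors over every gene above 0 and 296 with the receptor level subtracted. The share of higher among all called genes stayed between 90.3% and 98.5%. Without a minimum level, 171 genes were higher and 6 lower; with a minimum of 1 RPKM, 93 were higher. With the RPKM as deposited, 875 were higher, and the median log2 change of all genes moved from -0.03 to 0.64, so changes under that setting are also given relative to 0.64. The 14 lower genes numbered 6 without the clone covariate and 27 with the replicate block. Across the fits that each left out 1 replicate, 174 to 265 genes were higher and 4 to 16 lower. Of the other splits that part the same 4 pairs, 0 gave as many called genes of the paper's up-regulated or down-regulated list as the real split, which makes 1 of 8 for each list. Of 34 splits of any kind that could be fitted, 1 gave as many higher genes, the real one.

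There were 233 of the paper's up-regulated genes higher in KO, against 154 without a minimum, 76 with a minimum of 1 RPKM, and 162 to 229 with a replicate left out. With adjustment over the list alone, 343 were called, against 101 with a minimum of 1 RPKM. Of the 104 genes of this list that could be tested with that minimum, 77 had been called without it. Of the 26 genes called among the 41 of Figure 6B, 2 could be tested with a minimum of 1 RPKM, and these 2 were called, so this setting does not bear on the others. Of the paper's down-regulated genes, 3 were called, against 6 with technical replicates as separate libraries, 6 with the replicate block, and 3 to 6 with a replicate left out. With adjustment over the list alone, 14 were called, against 5 without a minimum, 2 with the RPKM as deposited, 2 without the clone covariate, 22 with the replicate block, and 5 to 26 with a replicate left out.

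The medians kept their direction in every setting that was run. The median of the up-regulated list moved from 0.84 to 1.46 with a pseudocount of 0.1, 0.57 with a pseudocount of 1 and 1.43 with the RPKM as deposited (0.79 relative to all genes). The median log2 change of the paper's down-regulated genes moved from -0.42 to -0.84 with a pseudocount of 0.1, -0.66 with a minimum of 1 RPKM and -0.081 with the RPKM as deposited (-0.72 relative to all genes, although genes at this level move less than others under a common factor because of the pseudocount), and lay between -0.63 and -0.33 with a replicate left out. The median of the DREAM-bound genes moved from 0.95 to 1.72 and 0.65 with a pseudocount of 0.1 and 1, 1.17 with a minimum of 1 RPKM, 1.51 with the RPKM as deposited and 1.10 with quantile normalization. For the G_2_/M genes it moved from 1.12 to 2.03, 0.75, 1.77, 1.65 and 1.35 in the same order. For the G_1_/S genes it moved from 0.88 to 1.50, 0.56, 1.20 and 1.36 under the first 4 of these settings. Relative to all genes, the RPKM as deposited gave 0.87, 1.02 and 0.72 for these 3 groups, so the move of each under that setting was no larger than the shift of all genes. In all of these settings, the G_2_/M median was above the G_1_/S median.

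In the exon 4 clone, 0 genes passed, against 2 higher and 1 lower with a minimum of 1 RPKM, and 1 lower with the replicate block; 402 genes were higher and 337 lower at an unadjusted *p* under 0.05. With the block, those numbers were 636 and 954, and with the RPKM as deposited 264 and 37, so the balance of directions in this clone depends on the setting. In the exon 6 clone, 189 genes were higher and 9 lower, against 0 and 0 without a minimum level, where 1407 higher and 1366 lower genes had an unadjusted *p* under 0.05. With a minimum of 1 RPKM, 91 were higher in that clone, and with the RPKM as deposited 10040 were higher and 47 lower. With the replicate block they were 159 and 11. The interaction of clone and genotype gave 0 genes, with 685 at an unadjusted *p* under 0.05, and 7 with the RPKM as deposited. The 685 are fewer than are expected if no gene differed.

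Some of the MuvB, DREAM and pocket-protein genes whose change was near 0 reversed. With the RPKM as deposited Rbbp4 moved from -0.09 to 0.73, which is 0.09 relative to all genes. The log2 change of Rb1 moved to -0.007 with quantile normalization and to -0.045 as the ratio of group means. With a replicate left out, Lin52 lay between -0.032 and 0.18, E2f4 between -0.14 and 0.15, Tfdp1 between -0.060 and 0.28 and Rb1 between -0.048 and 0.13. Gm13339 moved from -0.97 to 0.024 with the RPKM as deposited, which is -0.61 relative to all genes. Of 711 values of 32 named genes under an alternative, 57 were weaker, 12 stronger and 14 reversed, and 22 moved, all of them as ratios of group means. Apart from the shift of all genes under the RPKM as deposited and the genes that a minimum of 1 RPKM leaves out, the cause was not tested for the results in this part that moved or reversed.

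Which genes at low levels were tested depended on the minimum chosen. Of the paper's lists, 20 up-regulated and 32 down-regulated genes lay below 0.1 RPKM over both clones, and *Mybl2* is among them. They were left out of the comparison over both clones with that minimum, and were tested without a minimum level. Some of them, such as *Mybl2*, also passed the minimum in a clone analysed alone.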

Differences from the paper's values

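The log2 ratio of group means was chosen only after the values were seen, and no other test in this part was. Only alternatives set before the data were examined are compared, except where an added one is named.

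The paper's number of up-regulated genes is 387. The replicates that the paper gives match the labels of the exon 6 clone. In the exon 4 clone alone, 0 genes were higher, with 402 at an unadjusted *p* under 0.05, and none of the alternatives closed the gap. In the exon 6 clone alone, 189 were higher. With technical replicates as separate libraries 266 were, which is within 1.5 times of the paper's number, while none of the other alternatives came within it. That setting treats libraries of the same culture as independent samples, which overstates the evidence. Over both clones 271 were higher, which is within 1.5 times of the paper's number. So were 360 with technical replicates as separate libraries, and 314 with factors over every gene above 0, a setting chosen after seeing the values. Outside that range were 171 without a minimum level, 93 with a minimum of 1 RPKM, 875 with the RPKM as deposited and 226 without the clone covariate. With a replicate left out, 259 and 265 lay within it, and the other fits, with 174 to 248, did not. The paper's number of down-regulated genes is 76, against 14 over both clones, 0 in the exon 4 clone, with 337 at an unadjusted *p* under 0.05, and 9 in the exon 6 clone. None of the alternatives closed these gaps.

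The log2 fold changes of the genes that the paper's text names or that other assays of the paper used were compared one by one, and those of 15 tested genes were larger in the paper by more than the SD over the 4 pairs. They were -3.80 against -2.25 for *Lin37*, 2.94 against 2.05 for Foxm1, 2.42 against 0.72 for Lin9, 2.17 against 1.24 for Lin54, 4.11 against 0.36 for E2f2 and 1.29 against 0.47 for Rbl1, the paper's value first. For Bub1 they were 4.68 against 1.37, for Nek2 4.21 against 1.37, for Orc1 1.71 against 0.63, for Ttk 3.93 against 1.33, for Ccnb2 2.66 against 0.77 and for Rad54l 2.87 against 0.74, again with the paper's value first. None of the alternatives set before the data were examined closed the gap for these genes. All values measured here are over both clones, while the paper's may rest on the exon 6 clone alone. The exon 6 clone alone was not compared for these genes, with or without a pseudocount, so unlike sets of samples may contribute to the gaps. For E2f1, the paper's value is 1.46 against 1.23, and the gap closed with a pseudocount of 0.1 (1.51), without exon 4 KO replicate 2 (1.37) and without exon 4 rescue replicate 1 (1.35). For Mcm5, the paper's value is 3.23 against 1.99, and a pseudocount of 0.1 gave 2.93. For Cdc45, the paper's value is 2.45 against 1.87, and a pseudocount of 0.1 gave 2.47 and the RPKM as deposited 2.52, or 1.89 relative to the median of all genes under that setting. None of the other alternatives set before the data were examined closed the gap for these 3 genes. As log2 ratios of the group means without a pseudocount, a setting chosen after seeing the values, 6 of the 15 values lay within the SD used for the other alternatives, those of *Lin37*, Foxm1, E2f1, Nek2, Mcm5 and Orc1. With the wider SD of the pairs without a pseudocount, 14 of the 15 did. The ratios were -3.51 for *Lin37*, 2.89 for Foxm1, 2.17 for Lin9, 1.99 for Lin54, 1.58 for E2f1, 1.04 for Rbl1, 3.55 for Bub1, 3.95 for Nek2, 3.28 for Mcm5, 1.50 for Orc1, 2.72 for Cdc45, 4.17 for Ttk, 3.23 for Ccnb2 and 2.24 for Rad54l. The wider SD was 1.87 for Bub1 and 1.84 for Ccnb2. For E2f2 the ratio was 2.49, with no SD because 1 rescue replicate was listed at 0. Over the whole lists, the paper's log2 fold change was larger in size for 361 of 364 tested up-regulated genes, with a median of 2.26 against 0.84, and for all 44 tested down-regulated genes, with a median of -3.78 against -0.42. With a pseudocount of 0.1, it was larger for 352 of the 364 genes and for all 44, and the medians here were 1.46 and -0.84.

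The paper lists E2f2, Rbl1, Orc1 and Mybl2 as up-regulated. Here the log2 change of E2f2 had an adjusted *p* of 0.347 and passed only with the RPKM as deposited (adjusted *p* = 0.0189, both from limma with Benjamini-Hochberg adjustment), where its change was 0.63 and the median of all genes 0.64. The log2 change of Rbl1 had an adjusted *p* of 0.148 (limma, Benjamini-Hochberg adjustment) and passed with the RPKM as deposited (0.0107), quantile normalization (0.0314), technical replicates as separate libraries (0.0383) and without exon 4 rescue replicate 2 (0.0366), while over all its alternatives it lay between 0.0107 and 0.526. The log2 change of Orc1 had an adjusted *p* of 0.0674 (limma, Benjamini-Hochberg adjustment) and passed with the RPKM as deposited (0.00291), quantile normalization (0.0269), technical replicates as separate libraries (0.0121), the replicate block (0.0467) and without exon 4 KO replicate 1 (0.0175). It also passed with factors over every gene above 0 (0.0313) and with the receptor level subtracted (0.0293), both chosen after seeing the values, and over all its alternatives it lay between 0.00291 and 0.313. Mybl2 lay below the minimum level and did not pass without one, with an adjusted *p* of 0.759 (limma, Benjamini-Hochberg adjustment).

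Of the 364 tested genes of the paper's up-regulated list, 131 were not called. The number of the paper's up-regulated genes higher in KO was above 233 with a pseudocount of 0.1 (246), the RPKM as deposited (349), quantile normalization (254), technical replicates as separate libraries (292), limma without the trend (238), and the settings chosen after seeing the values, factors over every gene above 0 (264) and the receptor level subtracted (254). Of the 41 genes of Figure 6B apart from the 4 MuvB genes, 26 were called, and up to 34 with the RPKM as deposited. Of the paper's down-regulated list, 3 were called, and 6 with technical replicates as separate libraries or with the replicate block.

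The paper's text speaks of a larger number of up-regulated cell cycle genes than its Supplementary file 2 marks, which is 194. Among the top 40 protein-coding genes of that file by log2 fold change, 67.5% are marked as bound by E2F4, LIN54 and p130, where the paper's text gives 77.5%, and 52.5% as peaking in G_2_ or mitosis, where the paper's text gives 65%.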

Other observations

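The tests of Gm8802, of the satellite-like entries, of the receptor genes and of the difference between the clones were chosen only after the results had been seen; those of pseudogenes and of gene span were not.

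Of the genes of the DREAM complex and its relatives that the paper does not discuss for this experiment, none was called. The log2 changes were 0.05 for E2f4, 0.13 for E2f5, 0.10 for Tfdp1, 0.15 for Tfdp2, 0.47 for Rbl1, 0.17 for Rbl2 and 0.02 for Rb1, with adjusted *p*-values between 0.148 and 0.984 (limma, Benjamini-Hochberg adjustment). E2f5, Tfdp2, Rbl1 and Rbl2 were higher in all 4 pairs. These changes are reported as values, and those of E2f4, Tfdp1 and Rb1 change sign in some settings.

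Among called genes, the largest fall in KO cells was that of Gm8802. It is a processed pseudogene of 740 nucleotides on chromosome 5 from 7857108 to 7857847. Of its 710 stretches of 31 bases, 194, or 27.3%, also occur in *Lin37* transcripts, and the longest shared run has 102 bases. Its deposited value was 12.3 and 4.96 RPKM in the exon 4 rescue replicates and 44.4, 12.0 and 56.7 RPKM in the exon 6 rescue libraries. In KO it was 0.894 and 0.146 RPKM in the exon 4 clone and 1.65, 0.285 and 0.880 RPKM in the exon 6 clone. A candidate explanation is that reads of the *Lin37* cDNA on the episome were assigned to Gm8802. The reads were not analysed here, and a change of its own transcript cannot be told apart from this.

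With the RPKM as deposited, most genes were higher in KO than in rescue libraries. Entries whose sequence repeats itself with a period of 220 to 240 bases, 32 in all and led by Gm10800, held 1.99% to 63.0% of the summed RPKM in KO libraries and 41.7% to 80.2% in rescue libraries. Over the 8 libraries left without the third libraries of the exon 6 clone, this share and the log2 scaling factor had a Pearson correlation of -0.938 (exact permutation *p* = 0.000248) and a Spearman correlation of -0.929 (exact permutation *p* = 0.00223). Without the 2 libraries farthest from the median share, the Pearson correlation was -0.927 (exact permutation *p* = 0.0139). Adjusted over the 5 relations computed, the first *p*-values were 0.000413 and 0.00279. With 4 libraries per clone, the relation was not computed within clones. The technical replicates of exon 6 KO replicate 2 had shares of 58.9% and 1.99% and scaling factors of 0.896 and 2.70. Those of exon 6 rescue replicate 2 had shares of 80.2% and 41.7% and factors of 0.324 and 1.73. The share and the factor thus differed widely between libraries of the same culture. After rescaling, Gm10800, picked after its values were seen, was lower in KO in all 4 pairs, with a log2 change of -2.08 and an adjusted *p* of 0.588 (limma, Benjamini-Hochberg adjustment), so such entries fell in both clones without being called. The relation is consistent with satellite-like reads taking up a larger part of the library total in the rescue libraries. Part of the relation follows from the sum of RPKM itself, and a rise of most transcripts in KO cells is not ruled out, since no added standard was used here.

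Of 26 matched pseudogenes on the paper's up-regulated list, 20 had a closest protein-coding gene that was tested. Of these 20 coding genes, 14 were higher in KO cells with an adjusted *p* under 0.05 (limma, Benjamini-Hochberg adjustment), where 241 of all 11364 tested coding genes were. All 20 had a positive log2 change, and 17 of them are on the paper's list. Reads shared between pseudogenes and their parent genes may therefore contribute to rises of such pseudogenes. Of the 20 pseudogenes, 10 rose more than the coding gene, such as Gm15703 with 0.85 against 0.08 for Rnaseh2a. Another was Gm8203, all of whose stretches also occur in H2afz transcripts, with 1.77 against 0.86. Both counts include Gm10184, with 1.04 against 0.55 for Kpna2. Gm10184 is typed as protein-coding in the annotation used here and is also the coding gene matched to Gm10259. The pseudogenes were taken from a list of rising genes and the coding genes by their sequence, so this comparison does not tell shared reads from a change of the pseudogenes' own. For the 6 whose coding gene was not called, a change of their own was not tested further.

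The 60 protein-coding genes of the paper's down-regulated list that could be placed had a median span of 96870 bases. The median span of 10000 lists matched on level was 19530 bases, which put the list at the 100th percentile. The up-regulated list had a median span of 24970 bases against 23420, at the 80.1th percentile. The values of the down-regulated genes also differed between technical replicates of the same rescue culture. Reads from genomic DNA or unspliced RNA in some libraries may therefore contribute to them. Genomic DNA was measured with 1345 olfactory and vomeronasal receptor genes, which fibroblasts are taken not to use. Over the 8 replicates, the receptor level and the median level of the down-regulated genes had a Pearson correlation of 0.922 (exact permutation *p* = 0.00342) and a Spearman correlation of 0.929 (exact permutation *p* = 0.00223), with adjusted values of 0.00428 and 0.00279. Without the 2 replicates farthest from the median receptor level, the Pearson correlation was 0.878 (exact permutation *p* = 0.0181). Subtracting the receptor level from every value moved the median log2 change of the 44 tested genes from -0.42 to -0.40, and that of the 32 listed genes below the minimum from -0.14 to -0.09. The level of the list was above the receptor level that it followed, with 0.332 against 0.0957 RPKM in exon 4 rescue replicate 2, so the subtraction may remove only part of such reads. In the pair of exon 6 replicate 1, the receptor level was nearly equal, 0.00321 RPKM in KO and 0.00379 in rescue, and the median log2 change of the tested genes was -0.31 with and without the subtraction, so genomic DNA as measured by the receptor genes does not explain the fall in that pair. The falls of Marcksl1, from 7.54 to 3.59 RPKM, and Tgfb3, from 6.82 to 4.20 RPKM, are also far above the highest receptor level. For listed genes at low levels in the other pairs, a fall in KO cells cannot be told apart from reads of genomic DNA above the receptor level, and unspliced RNA was not measured.

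The up-regulated genes rose more in the exon 6 clone than in the exon 4 clone. The median log2 change of the list, averaged over the 2 pairs of each clone, differed by 0.27 between the clones. If genomic DNA reads in the exon 4 libraries were the cause, subtracting the receptor level would close this gap, and the gap was 0.21 after the subtraction. Genomic DNA reads at the level of the receptor genes thus do not explain the whole gap, and reads above that level were not removed. A difference between the clones themselves, between the episomes' levels of Lin37 or between preparations is left open, since each clone was a single cell line with 2 replicates of each group. The interaction of clone and genotype gave 0 genes with an adjusted *p* under 0.05 in limma with Benjamini-Hochberg adjustment. At an unadjusted *p* under 0.05 it gave 685, fewer than are expected if no gene differed.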
